# Maternal Cytokines CXCL12, VEGFA, and WNT5A Promote Porcine Oocyte Maturation via MAPK Activation and Canonical WNT Inhibition

**DOI:** 10.3389/fcell.2020.00578

**Published:** 2020-07-07

**Authors:** Xin Liu, Yuchen Hao, Zhekun Li, Jilong Zhou, Hongmei Zhu, Guowei Bu, Zhiting Liu, Xudong Hou, Xia Zhang, Yi-Liang Miao

**Keywords:** porcine oocyte, CXCL12, VEGFA, WNT5A, *in vitro* maturation, embryo development

## Abstract

Maternal regulatory factors endow the oocyte with developmental competence *in vivo*, which might be absent in current *in vitro* maturation (IVM) systems, thereby compromising oocyte quality. In the present study, by employing RNA sequencing data analysis, we expect to identify potential contributing factors to support porcine oocyte maturation through binding to their receptors on the oolemma. Here, C-X-C motif chemokine ligand 12 (CXCL12), vascular endothelial growth factor A (VEGFA), and Wingless-type MMTV integration site family member 5A (WNT5A), termed CVW, are selected and confirmed to be important maternal cytokines for porcine oocyte maturation. Combined supplementation of CVW promotes the nuclear maturation percentage from 57.2% in controls to 75.9%. More importantly, these maternal cytokines improve the developmental potential of matured oocytes by parthenogenesis, fertilization, and cloning, as their blastocyst formation efficiencies and total cell numbers are increased. CVW supplementation also enlarges perivitelline space and promotes cumulus expansion, which results in a more complete transzonal projection retraction on the zona pellucida, and a reduced incidence of polyspermy in fertilized oocytes. Meanwhile, inhibiting the CVW receptor-mediated signaling pathways severely impairs oocyte meiotic resumption and cumulus expansion during IVM. We further determine that maturation improvement by CVW is achieved through activating the MAPK pathway in advance and inhibiting the canonical WNT pathway at the end of the IVM period. These findings provide a new combination of three cytokines to promote the porcine IVM process, which also holds potential to be used in human assisted reproduction technologies as well as in other species.

## Introduction

*In vitro* maturation (IVM) is an important reproductive technique to obtain viable oocytes for pig embryo and piglet production, which has been widely used to create genetically modified pigs for breed improvement or human disease research. For example, by inserting the mouse *UCP1* gene, pigs have been created with reduced fat deposition and improved thermogenic capacity (Zheng et al., 2017). Another pig model with mutant huntingtin expression successfully exhibits features of Huntington’s disease for further clinical study (Yan et al., 2018). Additionally, pigs are considered to be the best candidate for human organ generation via xenotransplantation, and their endogenous retrovirus has been genetically inactivated to eliminate safety concerns for future applications (Niu et al., 2017). So far, all these studies require a large number of porcine embryos derived by *in vitro* fertilization (IVF) or somatic cell nuclear transfer (SCNT) techniques. However, these embryos often display unresolved developmental defects, such as high rates of embryonic losses during the preimplantation stage, and the extremely low efficiency in producing offspring (Romar et al., 2016; Yuan et al., 2017; Ruan et al., 2018). For reasons not fully clear, oocytes obtained after IVM are less competent than their *in vivo*-produced counterparts, which is believed to be responsible for the poor developmental phenotype of IVF or SCNT embryos, thereby limiting the practical use of these techniques in agriculture and biomedicine.

In general, the maternal environment provides regulatory factors to ensure the growth of follicles and oocytes in an optimized manner for pregnancy. However, the current IVM culture system cannot entirely recapitulate the maternal environment for oocyte maturation, especially for the oocytes harvested from immature gilts. Thus, many studies have focused on the selection and characterization of cytokines, which are enriched in ovarian follicular fluid or secreted by granulosa cells and the reproductive system, to promote oocyte development during IVM. Among the most studied cytokines are epidermal growth factor (EGF) (Lonergan et al., 1996; Prochazka et al., 2000; Valleh et al., 2017), insulin-like growth factor 1 (IGF1) (Kiapekou et al., 2005; Pereira et al., 2012; Oberlender et al., 2013), leukemia inhibitory factor (LIF) (Dang-Nguyen et al., 2014; Mo et al., 2014; An et al., 2018), and vascular endothelial growth factor (VEGF) (Luo et al., 2002; Yan et al., 2012; Kere et al., 2014). Recently, combined supplementation of fibroblast growth factor 2 (FGF2), LIF and IGF1 (termed FLI) was proved to improve porcine oocyte competence in an indirect way, probably by activating the mitogen-activated protein kinase (MAPK) signaling pathway in cumulus cells (Yuan et al., 2017). By contrast, we asked if there are other maternal factors that could directly bind to their receptors on the plasma membrane of oocytes, modulate downstream signaling pathways, and contribute to meiotic resumption and subsequent preimplantation development *in vitro*.

Here, by performing high-throughput RNA sequencing (RNA-seq) analysis, three intercellular signaling receptor genes, C-X-C motif chemokine receptor 4 (*CXCR4*), fms-like tyrosine kinase 1 (*FLT1*), and frizzled class receptor 5 (*FZD5*), were highly expressed in porcine *in vivo*-matured oocytes and fertilized embryos. Meanwhile, the mRNAs of their corresponding ligands (termed CVW), C-X-C motif chemokine ligand 12 (CXCL12), VEGFA, and Wingless-type MMTV integration site family member 5A (WNT5A), were abundant in reproductive tissues. Therefore, we assumed that CXCL12-CXCR4, VEGFA-FLT1, and WNT5A-FZD5 interactions may play a crucial role in porcine oocyte development. The present study was aimed at assessing the effect of combined CVW supplementation on oocyte maturation in our pig IVM medium, and dissect the signaling pathways modulated by this modified medium.

## Materials and Methods

Reagents and chemicals used in this study were purchased from Sigma-Aldrich (St. Louis, MO, United States) unless otherwise indicated.

### Experimental Design

Experiment 1: Light on the IVM of cumulus oocyte complexes (COCs). Different concentrations of CVW and their receptor inhibitors were individually added to IVM medium for COC culture. The first polar body (PB1) extrusion percentage was counted at 42 h of maturation. Moreover, combined CVW supplementation was performed to determine and assess the PB1 extrusion percentage, maturation morphology, chromosome and spindle morphology, cortical granule (CG) distribution, early apoptosis signal, transzonal projection (TZP) retraction, polyspermy, cumulus expansion, and signaling pathways. Partial experiments were treated with combined receptor inhibitors as another experimental group. The detailed method of each experiment is shown below.

Experiment 2: Light on the IVM of denuded oocytes. Different concentrations of CVW were individually added to IVM medium for denuded oocyte culture, and the PB1 extrusion percentages were counted at 42 h of maturation. Moreover, combined treatments of CVW and their receptor inhibitors were also carried out to determine the PB1 extrusion percentage.

Experiment 3: Light on the *in vitro* culture (IVC) of parthenogenetically activated (PA) oocytes. Different concentrations of CVW and their receptor inhibitors were individually added to IVC medium, termed porcine zygote medium 3 (PZM3), for PA embryo culture. The PA blastocyst percentage was counted after culture for 7 days *in vitro*.

Experiment 4: Light on the IVC of CVW-matured oocytes. PA, IVF and SCNT were performed by using oocytes matured with or without CVW supplementation. The blastocyst percentage of each group was counted after culture for 7 days *in vitro*. Moreover, the blastocyst cell number, inner cell mass (ICM) cell number, apoptotic cell number were determined through immunostaining. The detailed method of each experiment is shown below.

### Oocyte Collection and IVM

Oocyte collection and IVM were performed as previously described with some modifications (Lai and Prather, 2003; Wang et al., 2017). Briefly, porcine ovaries were obtained from a local abattoir and transported to the laboratory at 35–38°C within 2–4 h. Follicular fluid from 3 to 6 mm antral follicles was aspirated with an 18-gauge needle and syringe. Then, COCs with several layers of cumulus cells and even oocyte cytoplasm were selected from follicular fluid and washed in IVM medium (TCM-199 medium supplemented with 10% porcine follicular fluid, 5 μg/mL insulin, 10 ng/mL EGF, 0.6 mM cysteine, 0.2 mM pyruvate, 25 μg/mL kanamycin and 5 IU/mL of each equine and human chorionic gonadotrophin). Approximately 30 COCs per well were placed into a 96-well plate containing 150 μL IVM medium and cultured for 42 h under 5% CO_2_ in air at 38.5°C. After maturation, cumulus cells were removed by gentle pipetting in 0.1% (w/v in PBS) hyaluronidase, and oocytes with PB1 extrusion were regarded as matured oocytes. For denuded oocyte IVM, COCs were firstly pipetted in 0.1% hyaluronidase to remove cumulus cells before transfer into IVM medium. The maturation morphologies of oocytes were defined as previously described (Yuan et al., 2017): Type I, incomplete PB1 extrusion with a narrow perivitelline space; Type II, complete PB1 extrusion with a narrow perivitelline space; Type III, complete PB1 extrusion with a wide perivitelline space.

### Cytokine and Inhibitor Treatment

According to the manufacturer’s instructions, recombinant human CXCL12 (300–28A, PeproTech, Rocky Hill, NJ, United States) and VEGFA (100-20, PeproTech) were diluted in 0.1% (w/v in PBS) bovine serum albumin (BSA); recombinant mouse Wnt5a (GF146, Sigma) was directly packaged. CVW were then individually added to IVM medium or IVC medium with a final concentration of 0, 1, 5, 10, 25, 50, and 100 ng/mL. AMD3100 (S8030, Selleck Chemicals, Houston, TX, United States), Axitinib (S1005, Selleck Chemicals) and Box5 (681673, Sigma) were receptor inhibitors for CXCR4, FLT1 and FZD5, respectively. AMD3100 and Box5 were dissolved in water, while Axitinib was dissolved in dimethyl sulfoxide. According to previous studies (Jenei et al., 2009; Kere et al., 2014; Zhang et al., 2018), AMD3100 (0, 0.05, 0.1, 0.5, and 1 μM), Axitinib (0, 0.1, 1, 5, and 10 μM), and Box5 (0, 10, 50, 100, and 500 μM) were individually added to IVM and PZM3 media. For the FLI test, 40 ng/mL FGF2 (RD-233-FB, R&D Systems, Minneapolis, MN, United States), 20 ng/mL LIF (LIF1010, Merck Millipore, Billerica, MA, United States), 20 ng/mL IGF1 (100-11R3, PeproTech) were added as previously described (Yuan et al., 2017) to our IVM medium. All cytokines and inhibitors were packaged into single-use aliquots and stored at −80°C.

### Parthenogenetic Activation

Parthenogenetic activation was performed as previously described with some modifications (Lai and Prather, 2003; Kong et al., 2014). Briefly, oocytes were placed in an activation chamber with electrodes 1 mm apart containing activating medium. Activation was induced with 2 direct current pulses of 1.2 kV/cm for 30 μs on a BTX Electro-Cell Manipulator (BTX ECM2100, San Diego, CA, United States). The activated oocytes were then washed and transferred to PZM3 medium, and cultured under 5% CO_2_ in air at 38.5°C.

### IVF and Polyspermy Assessment

*In vitro* fertilization was performed as previously described with some modifications (Kong et al., 2014). Briefly, frozen pig semen (Begenda, Beijing, China) was thawed in 50°C for 16 s and washed in pre-heated 10 mL modified Tris-buffered medium (mTBM) for 5 min. After 1,900 × *g* centrifugation for 5 min and resuspension, a 50-μL sperm suspension (5 × 10^5^ sperms/mL in mTBM) was added to a drop of 50 μL mTBM medium containing 30 matured oocytes. After fertilization for 4–6 h under 5% CO_2_ in air at 38.5°C, redundant sperm on the zona pellucida was removed by gentle pipetting in mTBM medium, and the fertilized oocytes were then cultured in PZM3 medium as described for PA.

For polyspermy assessment, putative zygotes were collected for pronuclei counting at 18 h after IVF. Briefly, zygotes were washed in 0.2% polyvinyl alcohol (w/v in PBS) and fixed in 4% paraformaldehyde (w/v in PBS) for 30 min at room temperature. After another three washes, DNA was stained with 15 μg/mL 4,6-diamidino-2-phenylindole (DAPI, Beyotime, Shanghai, China) for 3 min at room temperature. Zygotes were finally mounted on glass slides with a drop of anti-fade mounting medium (Beyotime), and captured by using a confocal microscope and a standard objective (Zeiss LSM 800, Oberkochen, Germany) with the same scanning settings.

### SCNT

Somatic cell nuclear transfer was performed as previously described with some modifications (Lai and Prather, 2003). Briefly, pig fetal fibroblast cells (2–5 passages) were cultured in Dulbecco’s modified Eagle’s medium (Thermo Fisher Scientific, Waltham, MA, United States) containing 0.5% fetal bovine serum (HyClone, South Logan, UT, United States) for 72 h, and digested by trypsin-EDTA solution to use as donor cells. Matured oocytes were placed into manipulation medium containing 7.5 μg/mL cytochalasin B for 5 min. Enucleation was performed with a 20-μm glass pipette by aspirating PB1 and adjacent cytoplasm to remove the nucleus from the oocyte, and a single donor cell was injected into the perivitelline space. Because oocyte activation could be achieved during electrical fusion, these reconstructed embryos were then activated and cultured as described for PA.

### Chromosome and Spindle Staining

Oocytes cultured for 42 h were fixed in 4% paraformaldehyde for 30 min, permeabilized in 0.5% Triton X-100 (v/v in PBS) for 30 min, blocked in 5% BSA (w/v in PBS) for 2 h, and incubated with anti-α-Tubulin-FITC antibody (1:800 dilution, F2168, Sigma) for 1 h to visualize the spindle morphology (Nie et al., 2017). After three washes and DNA staining with DAPI, oocytes were mounted and captured by using a confocal microscope and an oil objective with the same scanning settings. All steps were performed at room temperature. Normal morphologies of chromosomes and spindles were classified as previously described (Nie et al., 2017): Type I, chromosomes are aligned on the midline with spindle-shaped microtubules alongside; Type II, punctate chromosomes are detected in cobweb-shaped microtubules at the metaphase plate. Disorganized spindles containing condensed chromatin were regarded as abnormal Type III, and multipolar spindles with misaligned chromosomes were regarded as abnormal Type IV.

### Cortical Granule Distribution Assessment

Oocytes cultured for 42 h were fixed, permeabilized, and blocked as mentioned above. Then, oocytes were incubated with FITC-conjugated peanut lectin (1:200 dilution, L7381, Sigma) for 1 h at room temperature to visualize CGs (Zhang et al., 2018). After three washes, oocytes were mounted and observed by using a confocal microscope and a standard objective. Fluorescent signals at the equatorial plane, defined as the section in which the oocyte displays the greatest diameter, were then captured with the same scanning settings. The classification of CG distribution was based on previous studies (Liu et al., 2018a; Zhang et al., 2018): Type I, a monolayer CG distribution under the oolemma; Type II, a diffused CG distribution in the ooplasm; Type III, no CG distribution in matured oocytes.

### Early Apoptosis Detection

Oocytes cultured for 42 h were collected for examining apoptosis signals by using Annexin V-FITC Apoptosis Detection Kit (C1062S, Beyotime) according to the manufacturer’s instructions (Wang et al., 2017). Subsequently, oocytes were immediately fixed in 4% paraformaldehyde for 30 min at room temperature. After three washes, apoptotic fluorescent signals at the oocyte’s equatorial plane were captured as described for CG distribution assessment. The classification of apoptosis signals was based on a previous study (Wang et al., 2017): Type I, no apoptosis signal on the oolemma; Type II, a few signals on the oolemma; Type III, a strong monolayer signal on the oolemma.

### Transzonal Projection Detection

Cumulus oocyte complexes cultured for 0, 22, and 42 h were collected for labeling actin filaments to visualize TZPs (Yuan et al., 2017). Briefly, COCs were fixed, permeabilized, and blocked as mentioned above. Then, COCs were incubated with Actin-Tracker Green (1:50 dilution, C1033, Beyotime) for 1 h at room temperature. After three washes and DNA staining with DAPI, the fluorescent signals of TZPs at the oocyte’s equatorial plane were captured as described for CG distribution assessment. The number of TZPs was counted by using Image-Pro PLUS software (Media Cybernetics, Rockville, MD, United States).

### Cumulus Expansion Assessment

Cumulus oocyte complexes cultured for 42 h were collected and captured by using bright-field microscopy (Nikon Ti-E, Tokyo, Japan). The diameters of COCs were evaluated by using Image-Pro PLUS software. COCs were characterized as non-expanded and fully expanded, when their diameters were less than 300 μm or larger than 600 μm, respectively. When the diameters of COCs were between 300 and 600 μm, these were regarded as partially expanded COCs.

### Quantitative PCR Analysis

Cumulus cells were stripped from 30 COCs cultured for 0, 22, and 42 h by using 0.1% hyaluronidase. Total RNA was isolated by RNAprep pure Micro Kit (DP420, TIANGEN, Beijing, China), followed by DNA removal and reverse transcription PCR by HiScript II Q RT SuperMix plus gDNA wiper (R223-01, Vazyme, Nanjing, China). Samples were then quantified by ChamQ SYBR Quantitative PCR (qPCR) Master Mix (Q321-02, Vazyme) on CFX96 Real-Time PCR Detection System (Bio-Rad, Hercules, CA, United States). The results from 0 h samples were set as 1, and were normalized to the internal control gene *GAPDH*. All primer sequences are listed in Supplementary Table S1. Data are shown as the fold change = 2^–ΔΔCt^ mean ± standard deviation (SD).

### Blastocyst Cell Number Count

PA, IVF and SCNT blastocysts cultured for 7 days were collected for cell number counting. Briefly, blastocysts were fixed, permeabilized, and blocked as mentioned above. Then, samples were incubated with SRY-box transcription factor 2 (SOX2) antibody (1:200 dilution, sc-365823, Santa Cruz Biotechnology, Santa Cruz, CA, United States) for 24 h at 4°C to visualize ICM cells. After three washes, samples were treated with DyLight 488 Goat Anti-Mouse IgG (1:500 dilution, A23210, Abbkine, Wuhan, China) for 1 h at room temperature. After three washes and DNA staining with DAPI, blastocysts were mounted and captured by using fluorescence microscopy (Nikon Ti-E) with the same exposure settings. Total cell numbers were counted as the number of nuclei stained blue. ICM cell numbers were counted as the number of SOX2-positive nuclei stained green (Bou et al., 2017).

### TUNEL Assay

PA, IVF and SCNT blastocysts cultured for 7 days were collected for terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) to visualize apoptotic cells. Briefly, blastocysts were fixed and permeabilized as mentioned above. One Step TUNEL Apoptosis Assay Kit (C1089, Beyotime) was then used according to the manufacturer’s instructions. After three washes and DNA staining with DAPI, blastocysts were mounted and captured by using fluorescence microscopy (Nikon Ti-E) with the same exposure settings. Apoptotic cell numbers were counted as the number of TUNEL-positive nuclei stained red. Apoptosis rates were calculated as the ratio of apoptotic cell numbers to total cell numbers (Liu et al., 2018b).

### MAPK and WNT Signaling Pathway Analysis

Oocytes cultured for 0, 22, and 42 h were collected for assessing signaling pathways. For immunostaining, oocytes were fixed, permeabilized, and blocked as mentioned above. Then, samples were incubated with primary antibodies against p44/42 MAPK (1:200 dilution, #4695, CST, Danvers, MA, United States), phospho-p44/42 MAPK (1:200 dilution, #4370, CST) or β-catenin (1:100 dilution, #8480, CST) for 24 h at 4°C. After three washes, samples were treated with DyLight 549 Goat Anti-Rabbit IgG (1:500 dilution, A23320, Abbkine) for 1 h at room temperature. After another three washes and DNA staining with DAPI, the fluorescent signal of each pathway at the oocyte’s equatorial plane was captured as described for CG distribution assessment. Fluorescence intensity was finally determined by using ImageJ software (NIH, Bethesda, MD, United States). Briefly, images were converted into 8-bit format, and the region of interest (ROI) was defined as the size of oocytes by auto threshold adjustment with default setting. The average fluorescence intensity per unit area within ROI was defined as mean gray value in Set Measurements window.

For immunoblotting, 200 oocytes in each group were lysed in radioimmunoprecipitation assay buffer containing a cocktail of protease and phosphatase inhibitors (P1050, Beyotime). Denatured samples were separated on 10% acrylamide gels and transferred to polyvinylidene fluoride membranes (Merck Millipore) for 1 h at 100 V. Membranes were then blocked in Tris-buffered Saline Tween-20 (TBST) buffer containing 10% non-fat milk (w/v) for 4 h and incubated with phospho-MAPK (1:1000 dilution) or β-catenin (1:1000 dilution) antibodies overnight at 4°C. After three washes in TBST, membranes were incubated with HRP-labeled Goat Anti-Rabbit IgG (1:1000 dilution, A0208, Beyotime) for 2 h. The immunoblots were visualized by using Pierce ECL Western Blotting Substrate (Thermo Fisher Scientific) on ImageQuant LAS 4000 imaging system (GE Healthcare, Chicago, IL, United States). Finally, the same membranes were immersed in stripping buffer (Beyotime), blocked in 10% non-fat milk, and reprobed with MAPK antibody (1:1000 dilution) to detect its total amount. All steps were performed at room temperature unless stated otherwise.

### RNA-Seq Data Analysis

Publicly available datasets were analyzed in this study (Kim et al., 2018; Kong et al., 2020). These data can be found in the Gene Expression Omnibus database^1^ under accession number GSE139512 and GSE108570. For GSE139512, fragments per kilobase of exon per million mapped fragments (FPKM) values of all genes in oocytes and embryos were calculated by Cufflinks tool. For GSE108570, read counts of all genes in reproductive tissues were calculated by featurecount tool. Both RNA-seq data were mapped on the reference sus scrofa genome 10.2. Next, based on the KEGG database^2^ and MeSH browser^3^, 517 genes which encode intercellular signaling ligands and receptors were summarized, and their expression values were extracted from two gene lists mentioned above (Supplementary Table S2). Receptor genes with average FPKM values > 10 were defined as highly expressed receptors in oocytes and embryos, and the read counts of their corresponding ligand genes in different reproductive tissues were ranked in descending magnitude. The 5 most highly expressed ligands were chosen for the subsequent study.

### Statistical Analysis

Protein sequences were aligned by using DNAMAN software (Lynnon Biosoft, San Ramon, CA, United States). All experiments were repeated at least three times. Data are represented as the mean ± SD and analyzed using Student’s *t-*test or one-way Analysis of Variance (ANOVA) with Duncan multiple range test with SPSS Statistics 20 software (IBM Corporation, Armonk, NY, United States). Values of *P* < 0.05 are considered significant. Differences are shown with ^∗^, ^∗∗^, ^∗∗∗^, or different letters a, b, c.

## Results

### Selection of Potential Cytokines From Transcriptomes of Pig Oocytes, Embryos, and Reproductive Tissues

To ascertain the potential cytokines that may participate in maternal-embryo interactions, we summarized 517 genes which encode intercellular signaling ligands and receptors from the KEGG database and MeSH browser (Supplementary Table S2). 

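The transcriptomes of porcine oocytes and embryos developed in vivo were followed over 7 stages, from the oocyte to the blastocyst, and the inner cell mass and the trophectoderm, the embryo-forming and the placenta-forming part of the blastocyst, were sequenced apart. The 91 libraries came from 2 oocytes, 3 zygotes, 3 2-cell, 4 4-cell, 4 8-cell embryos, 4 morulae, 2 blastocysts, 3 inner cell masses and 3 trophectoderms. Between the 2-cell stage and the morula most libraries held a single cell, with 2 cells per 2-cell embryo, 2 to 4 per 4-cell embryo, 2 to 8 per 8-cell embryo and 3 to 12 per morula. These stages also had 1 pooled library each, and the 4 pools were left out, which left 87 libraries. Oocytes, zygotes and blastocysts were sequenced whole. From the zygote to the 2-cell stage and from the morula to the blastocyst the kind of library thus changed with the stage. Their effects cannot be told apart. Whether the embryos came from different sows is not given in the sources used here, so each p-value rests on the spread between these embryos. That spread was estimated within groups over all 9 groups together, not within the compared groups alone. The deposited table gives the FPKM (fragments scaled to exon length and sequencing depth) of every gene in each library. The paper names Cufflinks and the porcine genome 10.2 for the FPKM values it used, and whether the table was made in the same way is not known. Read counts were not used here, so the absolute depth is unknown. A relative depth could be read from the steps between FPKM values under 1 in part of the libraries. Against a morula library, its median was 0.374 in zygotes, 0.4 in 2-cell, 0.791 in 4-cell, 1.11 in 8-cell embryos, 0.996 in morulae and 0.469 in blastocysts, so the earliest stages and the blastocysts appeared to be sequenced less deeply. A library had a median of 8702 genes at 1 FPKM or more in oocytes, 9033 in zygotes, 8507 in 2-cell, 8410 in 4-cell, 8221 in 8-cell embryos, 7495.5 in morulae, 9406.5 in blastocysts, 8790 in inner cell masses and 8537 in trophectoderms, and the lowest, a morula cell, had 2897. Genes used by every cell were at times listed at 0, such as RPS18 in 8 of the 91 libraries, so a value of 0 is given here only as listed. The FPKM values of the cells of an embryo were averaged, and the embryo was the replicate. The 14547 genes with at least 1 FPKM in at least 2 of the 28 embryo-level samples were tested with limma on log2(FPKM + 1) in one fit of all 9 groups. A log2 difference on this scale understates the change of low genes. P-values were adjusted by the Benjamini-Hochberg method for each comparison, at a threshold of 0.05. No scaling between libraries was applied to the FPKM values. Their sums ranged from 637483 in a morula library to 150598501 in a 2-cell library. Of the 514 gene IDs of Table S2, 465 had values here and 270 genes passed the expression filter.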

The expression pattern of each gene in the RNA-seq data of pig *in vivo*-derived oocytes, fertilized embryos (Kong et al., 2020) and female reproductive system (Kim et al., 2018) were then collected (Supplementary Table S2). Among these, we found 15 highly expressed (average FPKM value > 10) receptor genes in oocytes and embryos (Figure 1A). 

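Averaged over the 7 stages, the adiponectin receptor gene ADIPOR2 had the highest FPKM of the receptor genes of Table S2, at 273 ± 53.7, where the error of each average combines the SDs between the embryos of each stage. FGFR1OP2, which Fig. 1A lists among the receptor genes and which was classed here as only named after a receptor, followed at 165 ± 23.6, IL2RG, which encodes the gamma chain shared by several interleukin receptors, at 115 ± 47.6, TNFRSF12A, the receptor of the cytokine TWEAK, at 107 ± 23.7, and LEPROT at 78.2 ± 15.7. The highest stage differed between these genes, with ADIPOR2 highest in morulae, IL2RG in 4-cell embryos, TNFRSF12A in blastocysts and LEPROT in oocytes. The CXCL12 receptor gene CXCR4 averaged 21.6 ± 10.2 FPKM and the VEGF receptor gene FLT1 18.5 ± 2.86. The frizzled receptor gene FZD5 averaged 3.34 ± 1.46 FPKM, and the adiponectin receptor gene ADIPOR1 2.22 ± 0.793. In all, 19 of the 188 genes of Table S2 counted as receptors and measured had an average above 10 FPKM, and 15 of 181 without the genes classed here as only named after a receptor, which were FGFR1OP2, LEPROT, FGFR1OP and LEPROTL1 among the 19. Of the 15 receptor genes of Fig. 1A, 11 were among them, and FZD5 and ADIPOR1 were below. IFNAR1 and IL10RB had no values here, since the deposited table lacks their gene IDs. The remaining Fig. 1A genes above the threshold were IL13RA1 at 24.1 ± 3.27, FGFR1OP, whose gene ID the reference table names CEP43, at 19.9 ± 1.16, KIT, the receptor of stem cell factor, at 19.8 ± 4.68, and LEPROTL1 at 14.7 ± 1.46. Another 8 receptor genes were above 10 FPKM. The receptor genes of the TGF-beta superfamily BMPR2, at 19.6 ± 2.54, and ACVR1B, at 13.9 ± 4.45, were highest in 2-cell embryos and oocytes, and FZD6, at 12.9 ± 2.79, GFRA4, at 14.6 ± 5.04, and IL1R1, at 10.5 ± 3.84, were highest in oocytes. TNFRSF21, at 19.4 ± 8.09, TNFRSF17, at 13.7 ± 3.73, and IL17RA, at 12.1 ± 3.16, were highest in blastocysts. IL1R1, IL17RA, ACVR1B and GFRA4 lay within 1 error of the threshold. With the FPKM values of each library rescaled to a sum of 1000000 (TPM), 8 receptor genes were above 10.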

For their corresponding ligand genes, the 5 most highly expressed genes in descending magnitude were *CXCL12*, *VEGFA*, *VEGFB*, *FGF1*, *WNT5A* in the ovary; *VEGFB*, *CXCL12*, *VEGFA*, *IL15*, *WNT5A* in the oviduct; *VEGFB*, *WNT5A*, *WNT7A*, *VEGFA*, *CXCL12* in the endometrium (Figure 1A). We thus speculated that at least CXCL12-CXCR4, VEGFA/VEGFB-FLT1, and WNT5A-FZD5 interactions may be essential for porcine oocyte and embryo development. Considering that VEGFA has been widely investigated on oocyte maturation in different species (Luo et al., 2002; Yan et al., 2012; Kere et al., 2014), we used VEGFA, not VEGFB, in our study. Figures 1B,C showed the FPKM values of *CXCR4*, *FLT1*, *FZD5* in oocytes and embryos, and the dynamic changes of *CXCL12*, *VEGFA*, *WNT5A* in reproductive tissues during the oestrous cycle. We noticed that the *CXCR4*, *FLT1*, *FZD5* transcripts peaked in morulae, matured oocytes, and zygotes, respectively (Figure 1B). In addition, *CXCL12* was enriched in the ovary and oviduct, while *VEGFA* and *WNT5A* were individually plentiful in the ovary and endometrium (Figure 1C).

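CXCR4 rose late and was most abundant in morulae, FLT1 was most abundant in oocytes and declined through to the blastocyst, and FZD5 was most abundant in oocytes and zygotes. CXCR4 had 103 ± 69.6 FPKM in morulae (SD, n = 4) against 16.5 ± 11.0 in 8-cell embryos (SD, n = 4), the next highest stage on the log2 scale, a log2 difference of 2.64 (standard error 0.753, adjusted p = 0.0176 from limma). It had 13.7 ± 9.98 FPKM in 4-cell embryos (n = 4), 7.87 ± 4.75 in zygotes (n = 3), 2.51 ± 0.960 in 2-cell embryos (n = 3) and 5.25 ± 0.560 in blastocysts (n = 2), and 0.606 and 4.26 in the 2 oocytes. The other 5 log2 differences of the morula lay between 3.04 and 4.86, with adjusted p from 2.89e-05 to 0.00773 from limma. Morula 3, the highest at 195 FPKM, had 3 libraries, and 8-cell embryo 4, the lowest of its stage at 2.54, had 2. These were the fewest libraries of their stages. FLT1 had 53.0 ± 17.6 FPKM in oocytes (n = 2), 27.6 ± 6.89 in zygotes, 26.5 ± 4.70 in 2-cell and 16.0 ± 3.91 in 4-cell embryos. It then had 3.94 ± 1.07 in 8-cell embryos, 1.91 ± 1.497 in morulae and 0.491 ± 0.379 in blastocysts. Oocytes exceeded the 4-cell embryos by a log2 difference of 1.65 (adjusted p = 0.00257 from limma) and the blastocysts by 5.16 (adjusted p = 5.37e-09), while their differences of 0.91 from zygotes and 0.95 from 2-cell embryos did not pass (adjusted p = 0.234 and 0.176). FZD5 had 8.98 ± 2.69 FPKM in oocytes and 3.44, 2.90 and 19.9 FPKM in the 3 zygotes, so zygotes and oocytes could not be ranked (log2 difference, zygotes minus oocytes, -0.46, adjusted p = 0.817 from limma). Zygotes exceeded the 4-cell embryos by 2.34 (adjusted p = 0.000724), the 8-cell embryos by 2.70 (adjusted p = 9.76e-05) and the morulae by 1.81 (adjusted p = 0.0046). Their differences of 1.74 from 2-cell embryos and 1.02 from blastocysts did not pass (adjusted p = 0.116 and 0.18). The difference of CXCR4 between morulae and 8-cell embryos no longer passed without 8-cell embryo 4 (1.99, adjusted p = 0.0882), without morula 3 (2.23, adjusted p = 0.0658), or with the log2 values averaged over cells (2.43, adjusted p = 0.052), and passed under 33 of 36 alternatives, at adjusted p from 0.00283 to 0.0882. Its difference from blastocysts did not pass without either blastocyst (adjusted p = 0.0642 and 0.0799), with adjusted p from 1.07e-05 to 0.0799 over 20 alternatives. FLT1 passed against zygotes with a pseudocount of 10 (0.73, adjusted p = 0.0162, the lowest of a range up to 0.742), and FZD5 was lower in zygotes than in oocytes in TPM (-1.58, adjusted p = 0.0329, the lowest of a range up to 1). From the receptor genes above its FPKM threshold and the ligand genes most expressed in the reproductive tissues, which were not analysed here, the paper speculates that at least the CXCL12-CXCR4, VEGFA/VEGFB-FLT1 and WNT5A-FZD5 interactions may be essential for porcine oocytes and embryos.

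**Figure D1:**
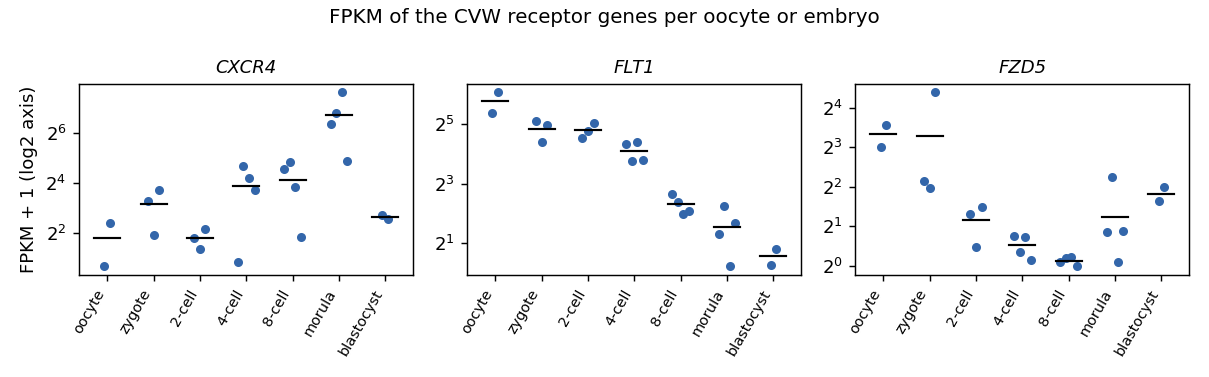
FPKM + 1 on a log2 axis of CXCR4, FLT1 and FZD5 at the 7 stages. Each point is 1 oocyte or embryo and each line is the mean of its stage. The 4 morulae lie between 28.3 and 195 FPKM of CXCR4, and the 2 oocytes at 40.5 and 65.5 FPKM of FLT1.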

**FIGURE 1:**
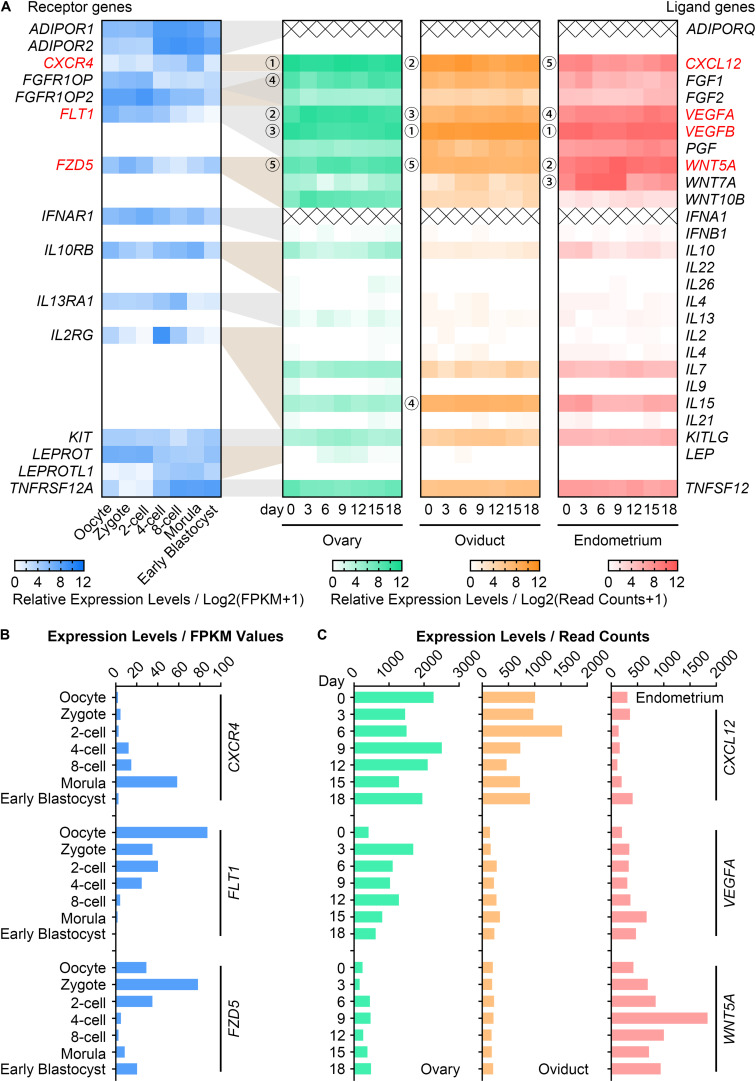
Gene expression of CVW cytokines and their receptors in porcine oocytes, embryos and reproductive tissues. **(A)** Heatmap illustrating the relative expression patterns of 15 candidate receptor genes (blue, average FPKM > 10) in porcine *in vivo*-derived oocytes and fertilized embryos at different stages, as well as their corresponding ligand genes in porcine ovary (green), oviduct (orange), and endometrium (pink) during the oestrous cycle. Cross symbols stand for not available in the present data. Circled numbers represent the top five genes with the highest expression levels in each tissue. **(B)** Expression levels of CVW corresponding receptor genes, *CXCR4*, *FLT1*, *FZD5*, in *in vivo*-derived oocytes and fertilized embryos at different stages. **(C)** Expression levels of *CXCL12*, *VEGFA*, *WNT5A* in porcine ovary, oviduct and endometrium during the oestrous cycle.

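Of the steps up to the 4-cell stage, that from the 2-cell to the 4-cell stage had the most signaling genes passing. Many became scarcer there and others appeared. Fewer embryos entered the earlier steps, so the counts of the steps are not on an equal footing. IL2RG was at 0, 0.0350 and 1.71 FPKM in the 2-cell embryos and 745 ± 332 FPKM in the 4-cell embryos (SD, n = 4), a log2 difference of 8.94 (standard error 0.836, adjusted p = 5.37e-09 from limma). IGF2BP1, which binds RNA including that of IGF2, rose from 0.166 ± 0.0493 to 177 ± 91.8 FPKM, GDF3, a ligand of the TGF-beta superfamily, from 0.323 ± 0.389 to 64.4 ± 4.34, ADIPOR2 from 14.3 ± 11.9 to 442 ± 160, and FZD4, a frizzled receptor, from 0.657 ± 0.502 to 22.5 ± 11.2. CXCL16, a chemokine, was listed at 0 in all 3 2-cell embryos and had 48.6 ± 16.2 FPKM in 4-cell embryos. TSLP, an epithelial cytokine, fell from 189 ± 46.9 to 10.9 ± 7.66 FPKM, FGFR1OP from 48.4 ± 2.94 to 2.33 ± 0.417, BMPR2 from 40.5 ± 11.6 to 2.31 ± 0.908, ACVR1B from 13.9 ± 1.35 to 0.279 ± 0.371, and JAG1, a NOTCH ligand, from 106 ± 7.60 to 12.6 ± 3.80. The adjusted p of the 10 genes named after IL2RG lay between 2.48e-11 and 5.67e-05. Of the 270 genes of Table S2 tested, 42 rose and 46 fell between these stages, and 38 and 46 when adjusted over the list alone. Of all 14547 genes tested, 2482 rose and 3891 fell, so the share that fell was larger among all genes than among those of Table S2. Of 9 genes of embryonic genome activation, 7 rose and none fell (7 rose when adjusted over the list alone), with the transcription factor gene KLF17 going from 0.0609 ± 0.00988 to 910 ± 138 FPKM. Of 15 oocyte genes, 5 fell and 2, the zona pellucida genes ZP2 and ZP3, rose (the same counts when adjusted over the list alone). Among those that fell, BTG4, which takes part in the clearance of maternal RNA, went from 45891 ± 6297 to 1941 ± 1366 FPKM. Of 10 TGF-beta superfamily receptors, 4 fell and none rose (4 fell when adjusted over the list alone). At the 8-cell stage and at the morula, 2 of them rose and none fell. Of 21 genes of the canonical WNT pathway, 8 fell and 1 rose (the same counts when adjusted over the list alone), and CTNNB1, which encodes beta-catenin, went from 184 ± 28.6 to 25.1 ± 9.35 FPKM. This was not a lasting decline. At the 8-cell stage 4 of the 21 rose and 5 fell, and at the morula 5 rose, CTNNB1 among them, and 1, DKK1, fell. Of 17 genes of the MAPK pathway, 5 rose and 6 fell from the 2-cell to the 4-cell stage. Of 14 receptors and co-receptors of CXCL12, VEGF and WNT5A, 2 rose and 3 fell (the same counts when adjusted over the list alone). FZD6 was among those that fell, from 13.5 ± 4.82 to 2.49 ± 1.92 FPKM. The cumulus cell markers HAS2, AREG and PTX3 also rose, the only 3 of the 5 tested that did, and HAS2 had 2.74 to 26.0 FPKM in the 4-cell embryos and at most 0.112 in the 2-cell embryos. Fewer genes passed before. From the oocyte to the zygote 9 genes of Table S2 rose and 7 fell (8 and 6 when adjusted over the list alone). GMFB, a glia maturation factor, rose from 11.1 ± 8.30 to 264 ± 138 FPKM and IK from 24.1 ± 8.63 to 185 ± 44.2, while SEMA4D, a semaphorin, fell from 79.4 ± 23.5 to 10.8 ± 12.0 and FGF9 from 9.45 ± 2.62 to 2.02 ± 1.51. From the zygote to the 2-cell stage 1 gene rose and 6 fell (the same when adjusted over the list alone). IL1R2, a decoy receptor of interleukin 1, fell from 4.04 ± 1.496 to 0.379 ± 0.407 FPKM. Of the 14 receptors and co-receptors, 1, FZD3, rose from the oocyte to the zygote and 2, LRP6 and FZD4, fell from the zygote to the 2-cell stage (1 rose and 3 fell when adjusted over the list alone). The rise of FZD3 passed under 9 of 19 alternatives, at adjusted p from 0.0149 to 1 from limma, and not without oocyte 2 (0.0657), oocyte 4 (0.183), zygote 1 (0.0922) or zygote 2 (0.102). With a pseudocount of 10, 2 of the list rose and 3 fell from the oocyte to the zygote, and in TPM none rose and 4 fell, with FZD3 at -0.07. Without zygote 3 neither LRP6 (-1.62, adjusted p = 0.0666 from limma) nor FZD4 (-2.21, adjusted p = 0.053) passed, and FZD4 did not without zygote 2 (adjusted p = 0.0534) or 2-cell embryo 1 (adjusted p = 0.0769) or 5 (adjusted p = 0.0547). With only the groups compared in the fit 3 genes of Table S2 rose and 1 fell from the oocyte to the zygote and none passed from the zygote to the 2-cell stage (20 at an unadjusted p under 0.05 from limma), and SEMA4D (adjusted p = 0.072 from limma), FGF9 (adjusted p = 0.138), IL1R2 (adjusted p = 0.117) and, at the 2-cell stage, FZD4 (adjusted p = 0.0702) and LRP6 (adjusted p = 0.0957) did not pass, nor did SEMA4D (adjusted p = 0.0661) and FGF9 (adjusted p = 0.156) with a pseudocount of 0.1. With a pseudocount of 10, 10 genes of Table S2 rose and 16 fell from the oocyte to the zygote, and without zygote 3, 9 rose and 12 fell. Without 2-cell embryo 1, 3 rose and 3 fell from the zygote to the 2-cell stage, and 29 rose and 50 fell from the 2-cell to the 4-cell stage. In TPM the counts were 0 higher and 33 lower from the oocyte to the zygote, where GMFB (2.28, adjusted p = 0.078 from limma) and IK (0.75, adjusted p = 0.592) no longer passed, none from the zygote to the 2-cell stage (21 at an unadjusted p under 0.05 from limma), where IL1R2 no longer passed (adjusted p = 0.314), and 29 higher and 17 lower from the 2-cell to the 4-cell stage, where 4 WNT pathway genes fell and 1 rose, FZD6 no longer passed (adjusted p = 0.08), and of the receptors and co-receptors 2 rose and none fell. With TPM calculated without genes above 1000000 FPKM, the count was 42 and 28 from the 2-cell to the 4-cell stage and 0 and 8 from the zygote to the 2-cell stage, with quantile normalization it was 6 and 7 from the oocyte to the zygote, and without zygote 3 it was 2 genes from the zygote to the 2-cell stage.

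**Figure D2:**
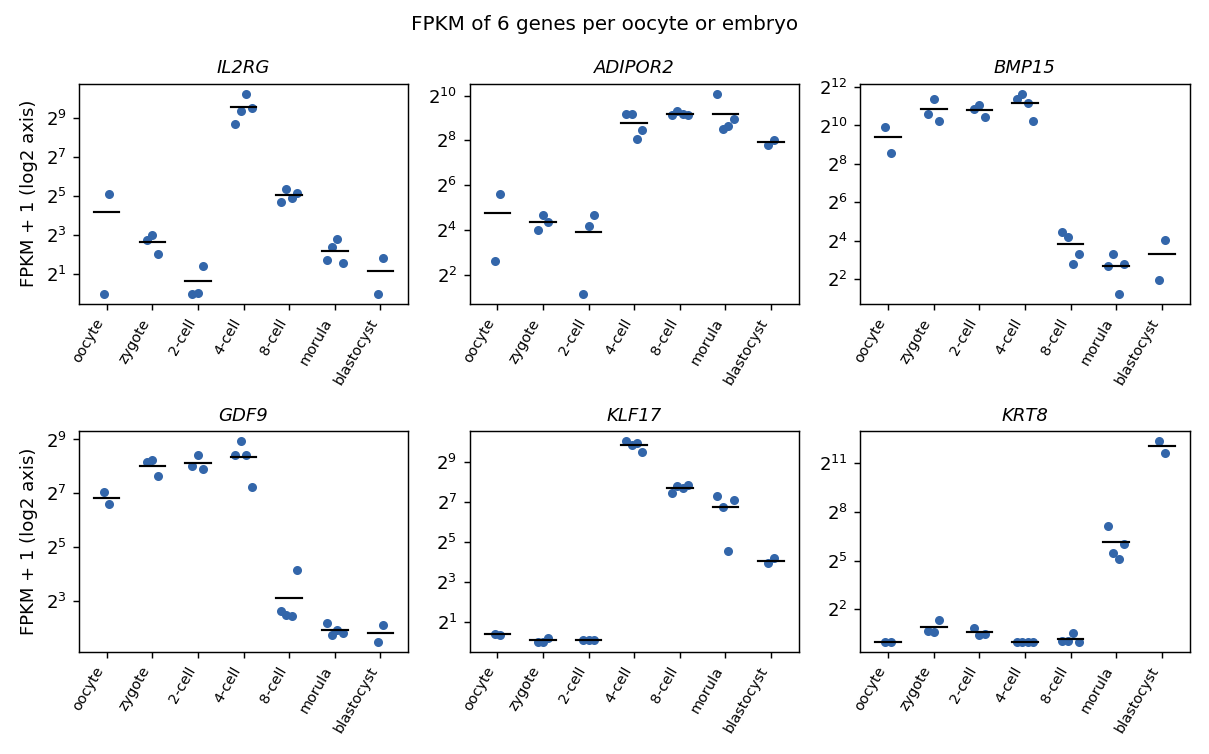
FPKM + 1 on a log2 axis of IL2RG, ADIPOR2, BMP15, GDF9, KLF17 and KRT8 at the 7 stages. Each point is 1 oocyte or embryo and each line is the mean of its stage. IL2RG, ADIPOR2 and KLF17 rise at the 4-cell stage, BMP15 and GDF9 fall at the 8-cell stage, and KRT8 rises at the morula and again at the blastocyst, where its mean is 4220 FPKM.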

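From the 4-cell to the 8-cell stage the growth factor transcripts typical of the oocyte fell steeply. BMP15, secreted by the oocyte to act on its follicle cells, fell from 2340 ± 852 to 13.3 ± 7.17 FPKM (SD, n = 4 and 4), a log2 difference of -7.42 (standard error 0.478, adjusted p = 1.42e-11 from limma), and GDF9, its close relative, from 329 ± 139 to 7.75 ± 5.95 (adjusted p = 8.96e-10). Of 15 oocyte genes, 12 fell and none rose (12 fell when adjusted over the list alone), among them MOS, the kinase that holds the egg in metaphase, from 314 ± 77.0 to 4.61 ± 4.97 FPKM. IL2RG fell to 32.5 ± 6.79 FPKM, NRG4, a ligand of ERBB4, from 119 ± 32.4 to 2.28 ± 2.17, CCL22, a chemokine, from 152 ± 37.2 to 8.34 ± 3.38, and IGF2BP3 from 1242 ± 457 to 34.0 ± 11.9. TGFB2 rose from values between 0 and 0.531 FPKM to 2056 ± 2231, CTGF, whose gene ID the reference table names CCN2, from 26.3 ± 23.5 to 342 ± 102, and TNFRSF12A from 39.7 ± 39.8 to 218 ± 139 (adjusted p between 4.78e-05 and 0.00299). The cumulus cell markers HAS2, AREG and PTX3 fell again. Of the 270 genes of Table S2, 36 rose and 60 fell (35 and 56 when adjusted over the list alone), beside 2926 and 3115 of all 14547 genes tested. Of the 14 receptors and co-receptors of CXCL12, VEGF and WNT5A 3 fell, FLT1 among them (log2 difference -1.78, adjusted p = 0.000196 from limma), and none rose (2 fell when adjusted over the list alone). At the morula most trophectoderm markers rose. KRT8, a keratin of the trophectoderm, rose from at most 0.427 FPKM in 8-cell embryos to 68.9 ± 46.7 in morulae (log2 difference 5.77, standard error 0.351, adjusted p = 9.74e-12 from limma), and KRT18, its partner, from 11.5 ± 13.3 to 125 ± 123. Of 11 trophectoderm markers, 7 rose and none fell (8 rose when adjusted over the list alone). Earlier, TEAD4 and TFAP2C had risen and CLDN4 had fallen at the 4-cell stage (2 rose and none fell when adjusted over the list alone), and KRT18, TEAD4 and DAB2 had risen and TACSTD2 had fallen at the 8-cell stage (3 and 1 when adjusted over the list alone, and 1 and 1 with a pseudocount of 10). Signaling genes rose more often than they fell, 41 against 13 of Table S2 (44 and 14 when adjusted over the list alone). The same held for all 14547 genes tested, of which 1561 rose and 693 fell, so this balance was not particular to signaling genes. Among those that rose, IL6R, the interleukin 6 receptor, went from at most 0.259 FPKM to 11.4 ± 2.85, ERBB2, a receptor tyrosine kinase, from 1.60 ± 0.899 to 25.4 ± 14.9, HBEGF, an EGF receptor ligand, from 8.79 ± 5.40 to 69.9 ± 27.7, and WNT5B from at most 0.230 to 19.4 ± 13.2. IL13RA1, a chain of the interleukin 13 receptor, fell from 60.6 ± 8.18 to 2.83 ± 2.11. Of the 14 receptors and co-receptors, CXCR4 and FZD6 rose and none fell (2 rose when adjusted over the list alone). From the morula to the blastocyst KRT8 rose to 4220 ± 1417 FPKM (SD, n = 2) and KRT18 to 5511 ± 1636, with adjusted p of 1.36e-09 and 2.49e-05 from limma. Of the 11 trophectoderm markers, 7 rose and 1, TFAP2C, fell (8 and 1 when adjusted over the list alone). Of Table S2, 15 genes rose and 22 fell (14 and 22 when adjusted over the list alone). CCL5, a chemokine, went from 16.3 ± 4.39 to 133 ± 5.30 FPKM and IL6R to 51.9 ± 4.63. BMP4 went from 53.9 ± 17.1 to 8.49 ± 0.717, and IFNGR1, an interferon gamma receptor chain, from 7.82 ± 2.10 to listed at 0 in both blastocysts. Of the 14 receptors and co-receptors, 1, RYK, rose and 2, CXCR4 and NRP2, fell (2 and 2 when adjusted over the list alone), while in TPM 6 fell and none rose, with quantile normalization 2 rose and 1 fell, without blastocyst 1 none passed, and without the other blastocyst 1 rose. With log2 values averaged over cells 31 rose and 6 fell at this step, which turned the balance, and with the pools as further embryos 17 rose and 13 fell. Averaging over cells acts on the morulae alone, since each blastocyst was 1 whole library. The direction at this step thus depends on how cells are averaged, and stage cannot be told apart from the kind of library. In TPM the median log2 difference of all genes at this step was also below 0. There none of Table S2 rose and 111 fell, IL6R passed as lower in blastocysts (-1.06, adjusted p = 0.0486 from limma), CCL5 did not pass and turned negative (-0.15, adjusted p = 0.838 from limma), and 2 trophectoderm markers rose and 3 fell. With TPM calculated without genes above 1000000 FPKM 8 rose and 53 fell, with quantile normalization 19 and 17, without blastocyst 1 16 genes passed and 5 trophectoderm markers, without the other blastocyst 19 genes passed, and BMP4 did not pass with log2 values averaged over cells (adjusted p = 0.103). From the 4-cell to the 8-cell stage TPM gave 55 higher and 28 lower with no receptor or co-receptor among them (FLT1 adjusted p = 0.187 from limma). TPM without the genes above 1000000 FPKM gave 49 and 43 there, with 1 receptor or co-receptor. Both turned the balance of 36 and 60 at this step. From the 8-cell stage to the morula quantile normalization gave 31 and 20, with 1 receptor or co-receptor lower, and log2 values averaged over cells 26 and 14. Without 8-cell embryo 3 or 4, without morula 3 or with a pseudocount of 10, 1 receptor or co-receptor rose at the morula. FZD6 did not pass without 8-cell embryo 3 (adjusted p = 0.0504 from limma) or with a pseudocount of 10 (0.55, adjusted p = 0.0817).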

Due to the absence of CXCL12, VEGFA, WNT5A in our pig oocyte and embryo culture formula, we hypothesized that combined supplementation of CVW in the medium could provide a more similar maternal environment, and thus promote both oocyte maturation and embryo development *in vitro*. Initially, we aligned recombinant CVW amino acid sequences with porcine proteins. The sequence homologies of CVW receptor-binding domains were 96.6, 96.4, and 100.0%, respectively (Supplementary Figure S1), suggesting that these recombinant human and mouse proteins are suitable for pig.

### Effects of Individual Cytokines on Oocyte Maturation and Preimplantation Development

To test our hypothesis, CVW were individually added to oocyte IVM medium and embryo IVC medium, termed PZM3 medium. PB1 extrusion and PA blastocyst formation were investigated to determine the optimal effects. For oocytes cultured with intact cumulus cells (Experiment 1, Figures 2A,B), supplementation of VEGFA (10 and 25 ng/mL) and WNT5A (25 ng/mL), but not CXCL12, enhanced the efficiency of producing metaphase II (MII) oocytes. We further examined the individual functions of CVW on denuded oocyte maturation (Experiment 2, Figures 2A,B). The PB1 extrusion was apparently improved in maturation medium supplemented with 10 ng/mL CXCL12, 5 and 25 ng/mL VEGFA, and 25 ng/mL WNT5A. Next, efficient CVW concentrations in PZM3 medium were evaluated (Experiment 3, Figure 2A and Supplementary Figure S2A). Surprisingly, no significant developmental differences were observed in CXCL12- and WNT5A-treated groups at concentrations ranging from 1 to 100 ng/mL. The percentage of PA embryos reaching the blastocyst stage was only increased in groups cultured with 25–50 ng/mL VEGFA, which is partially in accordance with a recent study (Kere et al., 2014).

**FIGURE 2:**
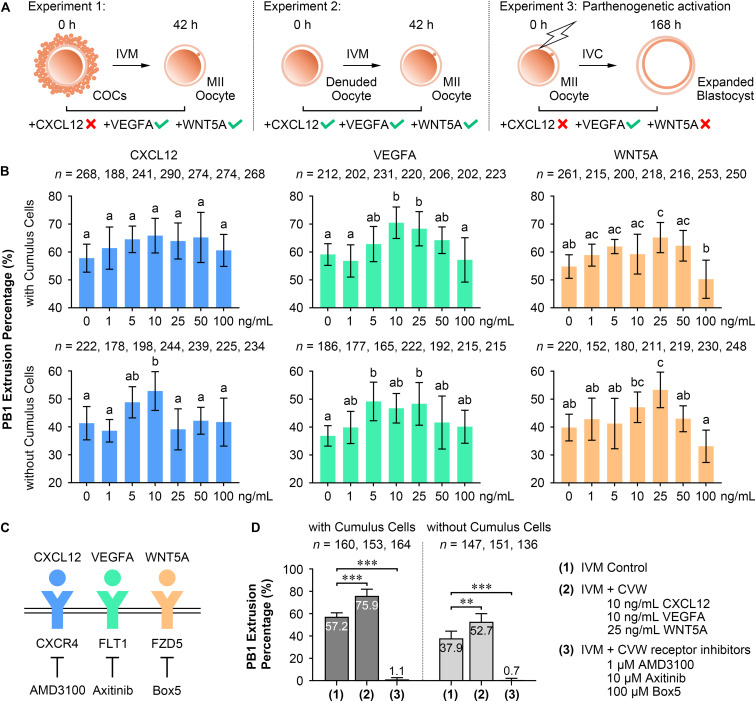
Effects of CVW and their receptor inhibitors on porcine oocyte maturation and embryo development. **(A)** Experimental design to determine the optimal concentrations of CVW for oocyte maturation and embryo development. Tick symbols indicate that it has beneficial effects on *in vitro* maturation (IVM) or *in vitro* culture (IVC). Cross symbols indicate that it has no significant effect on IVM or IVC. **(B)** Individual effects of CVW on first polar body (PB1) extrusion of oocytes cultured with or without cumulus cells. Error bars represent the SD in four to five replicates. Different superscripts indicate *P* < 0.05 (one-way ANOVA with Duncan’s test). **(C)** Proposed interactions between CVW and their receptors on the oolemma, and inhibitions on CVW receptors by using AMD3100, Axitinib, and Box5, respectively. **(D)** Combined effects of CVW and their receptor inhibitors on PB1 extrusion of oocytes cultured with or without cumulus cells. Error bars represent the SD in five replicates. ^∗∗^*P* < 0.01, ^∗∗∗^*P* < 0.001 (Student’s *t*-test).

Although individual CVW supplementation displayed different results on meiotic resumption and preimplantation development, we asked whether inhibition of CVW receptor-mediated signals would affect these two processes. Receptor inhibitor AMD3100 (Zhang et al., 2018), Axitinib (Kere et al., 2014), and Box5 (Jenei et al., 2009) were then utilized to specifically block the signaling pathways initiated by CXCR4, FLT1 and FZD5, respectively (Figure 2C). The results showed a decreased percentage of PB1 extrusion when different doses of AMD3100 (0.1, 0.5, and 1 μM), Axitinib (1, 5, and 10 μM) and Box5 (10, 50, 100, and 500 μM) were added to the maturation medium (Supplementary Figure S2B). Intriguingly, these three inhibitors also impaired PA blastocyst formation in a dose-dependent manner (Supplementary Figure S2B). Together, these findings indicate that CVW receptor-mediated signaling pathways are involved in the IVM and IVC process even without CVW supplementation in IVM and PZM3 media. One explanation is that some unknown factors in follicular fluid or secreted by embryos could activate these pathways during oocyte and embryo development.

### Combined Supplementation of CVW Promotes Oocyte Nuclear and Cytoplasmic Maturation

In the following study, we focused on the beneficial effects of CVW on porcine oocyte maturation. CVW (CXCL12, 10 ng/mL; VEGFA, 10 ng/mL; WNT5A, 25 ng/mL), as well as the CVW receptor inhibitors (AMD3100, 1 μM; Axitinib, 10 μM; Box5, 100 μM), were then added in combination to IVM medium at their optimal concentrations. As anticipated, CVW could enhance the PB1 extrusion percentage when COCs (CVW, 75.9%; Control 57.2%) or denuded oocytes (CVW, 52.7%; Control 37.9%) were cultured in maturation medium (Figure 2D), and the improvement achieved by combined treatment on COCs (CVW, 18.8%) was obviously higher compared to the individual treatment (VEGFA, 11.4%; WNT5A, 10.4%) (Supplementary Figure S2C). Meanwhile, combined supplementation with receptor inhibitors almost completely inhibited the maturation process (Figure 2D). Notably, CVW not only increased the PB1 extrusion percentage, it also improved the PB1 extrusion morphology, as the percentage of MII oocytes with complete PB1 extrusion and an expanded perivitelline space was elevated (Type III: CVW, 54.1%; Control 23.9%) (Supplementary Figure S2D).

Given that oocyte development comprises nuclear and cytoplasmic maturation, both were investigated in oocytes cultured with CVW or their receptor inhibitors. For nuclear and cytoplasmic maturation, we respectively examined the chromosome and spindle morphologies by immunostaining. Both CVW-matured and control oocytes displayed spindle-shaped microtubule formations with well-ordered chromosomes at the metaphase plate (Type I, Figure 3A), or cobweb-shaped structures containing chromosomes (Type II, Figure 3A). There were no significant differences of these morphologies between CVW-matured and control oocytes. In the inhibitor-treated group, almost all oocytes showed unorganized spindles with chromatin condensation (Type III, Figure 3A), or multipolar spindles with misaligned chromosomes (Type IV, Figure 3A). The distribution of CGs was then detected as another cytoplasmic maturation indicator. More than 80% of MII oocytes (Figure 3C) showed monolayer CGs beneath the oolemma (Type I, Figure 3B) in control and CVW-treated groups. By contrast, the percentage of oocytes with this typical CG distribution declined to nearly 60% when cultured with inhibitors (Figure 3C). Moreover, we assessed early apoptosis occurrence in oocytes via annexin-V staining. The results demonstrated that CVW receptor inhibition could apparently enrich (∼60%) the apoptotic signal on the oolemma (Type II and III, Figures 3D,E), while the percentage of positive-stained oocytes was only 30–35% in control and CVW-treated groups (Figure 3E).

**FIGURE 3:**
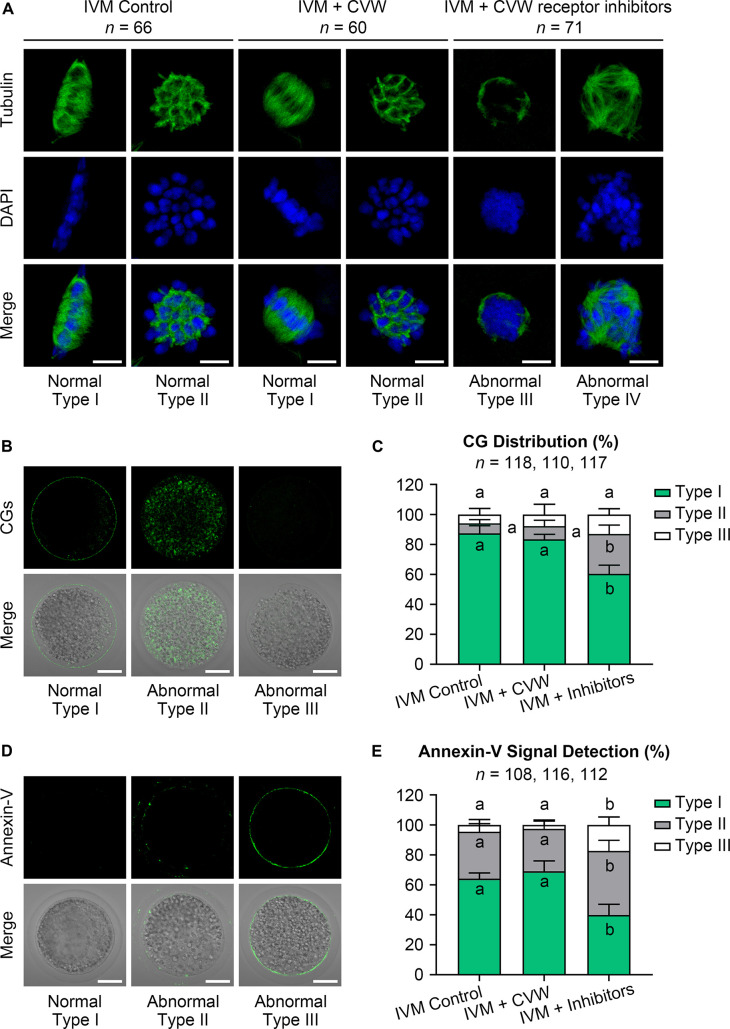
Effects of CVW and their receptor inhibitors on the quality of IVM oocytes. **(A)** Representative images of normal (Type I, II) and abnormal (Type III, IV) spindle morphologies (green) and chromosome alignments (blue) in control, CVW-treated, and inhibitor-treated oocytes. Scale bar = 5 μm. **(B)** Representative images of normal (Type I) and abnormal (Type II, III) cortical granule (CG) distributions (green) in oocytes after IVM. Scale bar = 30 μm. **(C)** Percentage of oocytes with different CG distributions in control, CVW-treated, and inhibitor-treated groups. Error bars represent the SD in four replicates. Different superscripts indicate *P* < 0.05 (one-way ANOVA with Duncan’s test). **(D)** Representative images of normal (Type I) and abnormal (Type II, III) annexin-V signal (green) types in oocytes after IVM. Scale bar = 30 μm. **(E)** Percentage of oocytes with different annexin-V signal types in control, CVW-treated, and inhibitor-treated groups. Error bars represent the SD in four replicates. Different superscripts indicate *P* < 0.05 (one-way ANOVA with Duncan’s test).

### Supplementation of CVW in IVM Medium Accelerates Transzonal Projection Retraction to Prevent Polyspermy

A previous study has found that the migration and exocytosis of CGs are achieved in pig IVM oocytes, in accordance with our results (Figures 3B,C), but an effective block to polyspermy is still not fully established after CG exocytosis (Wang et al., 1997). Another study has reported that the size of the perivitelline space is closely related to the incidence of polyspermy in mouse and rabbit oocytes (Ueno and Niimura, 2008; Yoshida and Niimura, 2011). Interestingly, compared to the oocytes matured *in vivo*, pig IVM oocytes have been proved to show a narrow perivitelline space and an incomplete TZP retraction on the zona pellucida (Yuan et al., 2017). Because TZPs are gap junctional communications between cumulus cells and oocytes (Yuan et al., 2017), we thus hypothesized that abnormal TZP retraction in IVM oocytes might leave the gaps for sperm penetration on the zona pellucida, thereby causing polyspermy in porcine fertilized oocytes. In addition, the CVW medium might overcome defective TZP retraction and polyspermy since more CVW-matured oocytes showed an expanded perivitelline space (Supplementary Figure S2D). To test this, we collected CVW-treated and control COCs at 0, 22, 42 h during IVM, and labeled the TZPs by phalloidin-FITC staining (Figure 4A). As previously described (Yuan et al., 2017), the number of TZPs in control COCs was gradually decreased. A similar downtrend was shown in CVW-treated COCs, and their TZPs (45.0 ± 18.5) were prominently disconnected compared to those in controls (56.0 ± 15.5) at the end of the maturation period (Figure 4B). To evaluate the relationship between TZP integrity and polyspermy, both groups were subjected to IVF, and their numbers of pronuclei were counted at 18 h after fertilization (Figures 4C,D). Here, we showed that the percentage of polyspermic zygotes was significantly decreased from 59.5% in the control group to 43.0% in the experimental group, indicating that CVW-matured oocytes contained a more intact and functional zona pellucida with reduced TZPs to prevent polyspermy.

**FIGURE 4:**
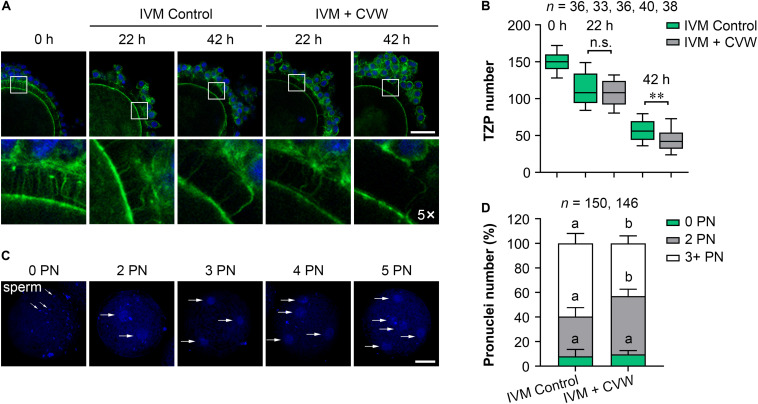
Effects of CVW on transzonal projection (TZP) retraction during IVM and polyspermic penetration after fertilization. **(A)** Representative images of actin-labeled TZPs (green) in control and CVW-treated cumulus oocyte complexes (COCs) at 0, 22, 42 h during IVM. Cumulus cell nuclei are stained blue. The hollow squares represent five-fold enlarged images of TZPs in different groups. Scale bar = 30 μm. **(B)** Box plot shows the numbers of TZPs in control and CVW-treated COCs at 0, 22, 42 h during IVM. All middle lines in box plot indicate the median, the edges indicate the 25th/75th percentiles and the whiskers indicate the 10th/90th percentiles. n.s., not significant. ^∗∗^*P* < 0.01 (Student’s *t*-test). **(C)** Representative images of putative zygotes with different numbers of pronuclei (PN) (horizontal arrows) at 18 h after fertilization. Scale bar = 30 μm. **(D)** Percentage of putative zygotes with different numbers of PN in control and CVW-treated groups. Error bars represent the SD in five replicates. Different superscripts indicate *P* < 0.05 (Student’s *t*-test).

### Supplementation of CVW in IVM Medium Contributes to Cumulus Expansion

Because TZP retraction could be regarded as a result of cumulus expansion (Suzuki et al., 2000), we next evaluated the expansion features of COCs treated with CVW and receptor inhibitors, including COC diameter and the expression of expansion-related genes (*GJA1*, *HAS2*, *PTGS2*, *PTX3*, and *TNFAIP6*) in cumulus cells (Kim et al., 2017; Zhang et al., 2018). As shown in Figures 5A,B, the majority (77.1%) of inhibitor-treated COCs displayed cumulus expansion failure (diameter < 300 μm) at 42 h of maturation. In contrast, the percentages of non-expanded COCs were 19.5 and 13.8% in control and CVW-treated groups, respectively. Importantly, there were more fully expanded COCs (64.2%, diameter > 600 μm) in IVM medium supplemented with CVW, compared to the controls (53.0%). To dissect the different cumulus expansion patterns in each group, we harvested cumulus cells at 0, 22, 42 h during IVM and investigated the abundance of expansion-related transcripts by qPCR. Downregulation of *GJA1*, which encodes a member of the connexin family, is consistent with the reduced communications between oocytes and cumulus cells (Kim et al., 2018). At 42 h, the lower abundance of *GJA1* mRNA represented a more complete TZP retraction in CVW-treated COCs compared to the controls (Figure 5C). Cumulus expansion also relies on the expression of *HAS2*, *PTGS2*, *PTX3*, and *TNFAIP6*, which are responsible for extracellular matrix establishment and organization during IVM (Park et al., 2004; Salustri et al., 2004). Here, compared to the control group, prominent upregulations of *HAS2* and *PTGS2* at 22 h might associate with more fully expanded COCs in the CVW-treated group (Figure 5C). Conversely, inhibitor treatment resulted in an unexpanded cumulus with aberrant expression of *HAS2* at 22 and 42 h, and *TNFAIP6* at 22 h of maturation (Figure 5C). The improved cumulus expansion in CVW-treated COCs suggests that CVW combination can promote oocyte maturation through cumulus cells as well. Meanwhile, the expansion failure in inhibitor-treated COCs also suggests a critical role of CVW receptor-mediated signals in this expansion process.

**FIGURE 5:**
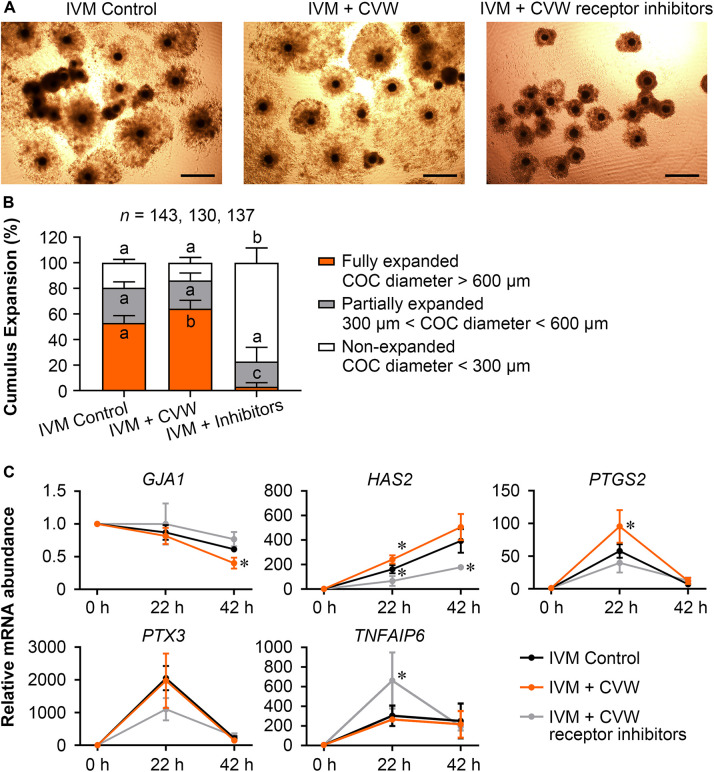
Effects of CVW and their receptor inhibitors on cumulus expansion. **(A)** Representative images of cumulus expansion in control, CVW-treated, and inhibitor-treated groups after IVM. Scale bar = 300 μm. **(B)** Percentage of COCs with different diameters in control, CVW-treated, and inhibitor-treated groups. Error bars represent the SD in five replicates. Different superscripts indicate *P* < 0.05 (one-way ANOVA with Duncan’s test). **(C)** Relative expression levels of cumulus expansion-related genes in control, CVW-treated, and inhibitor-treated groups at 0, 22, 42 h during IVM. The results from 0 h samples are set as 1, and are normalized to the internal control gene *GAPDH*. Error bars represent the SD in three replicates. ^∗^*P* < 0.05 (Student’s *t*-test).

### Supplementation of CVW in IVM Medium Improves Oocyte Developmental Competence

Subsequently, we examined the differences in developmental competence between oocytes matured with or without CVW supplementation. By performing PA, IVF, and SCNT procedures, the percentages of blastocyst development were counted after culture in unmodified PZM3 medium for 7 days (168 h) (Experiment 4, Figure 6A). Remarkably, in comparison with the control group (PA, 36.0%; IVF, 25.7%; SCNT, 18.4%), the efficiency of blastocyst formation showed a ∼10% elevation by using CVW-matured oocytes for PA (48.4%), IVF (34.9%), and SCNT (26.2%) (Table 1). Given that the total cell number, ICM cell number and apoptotic cell number are conventional criteria for the assessment of blastocyst quality (Liu et al., 2018b), we next measured these three criteria through SOX2 immunostaining (Bou et al., 2017) and TUNEL assay (Liu et al., 2018b) (Experiment 4, Figure 6A). Here, all the experimental groups (PA, 60.7 ± 16.3; IVF, 72.3 ± 19.3; SCNT, 45.9 ± 19.0) showed increased blastocyst cell numbers when compared to the control groups (PA, 49.1 ± 19.9; IVF, 58.0 ± 20.0; SCNT, 35.5 ± 16.5) (Figures 6B,C). Meanwhile, the ICM cell numbers were only elevated in PA (CVW, 7.5 ± 3.7; Control, 5.1 ± 2.9) and IVF (CVW, 6.9 ± 3.9; Control, 5.1 ± 2.8) blastocysts, but not in SCNT (CVW, 3.3 ± 2.7; Control, 4.0 ± 2.7) (Figures 6B,C). Furthermore, the use of CVW medium for maturation did not lead to the reduction of apoptotic cells in each group (PA, 3.2 ± 1.9; IVF, 3.2 ± 2.1; SCNT, 4.1 ± 2.2) when compared to the control groups (PA, 3.9 ± 2.0; IVF, 2.7 ± 2.0; SCNT, 4.6 ± 2.5) (Supplementary Figures S3A,B). Nevertheless, the apoptotic rates, calculated as the ratio of apoptotic cell numbers to total cell numbers, were significantly decreased in PA (CVW, 5.8 ± 3.2%; Control, 9.4 ± 5.8%) and SCNT (CVW, 10.5 ± 6.0%; Control, 13.8 ± 6.4%) blastocysts, but not in IVF (CVW, 4.8 ± 3.6%; Control, 5.0 ± 2.9%) (Supplementary Figure S3B). Overall, these results imply that CVW-matured oocytes hold higher potential to develop to the blastocyst stage, and the embryo quality is also partially improved.

**FIGURE 6:**
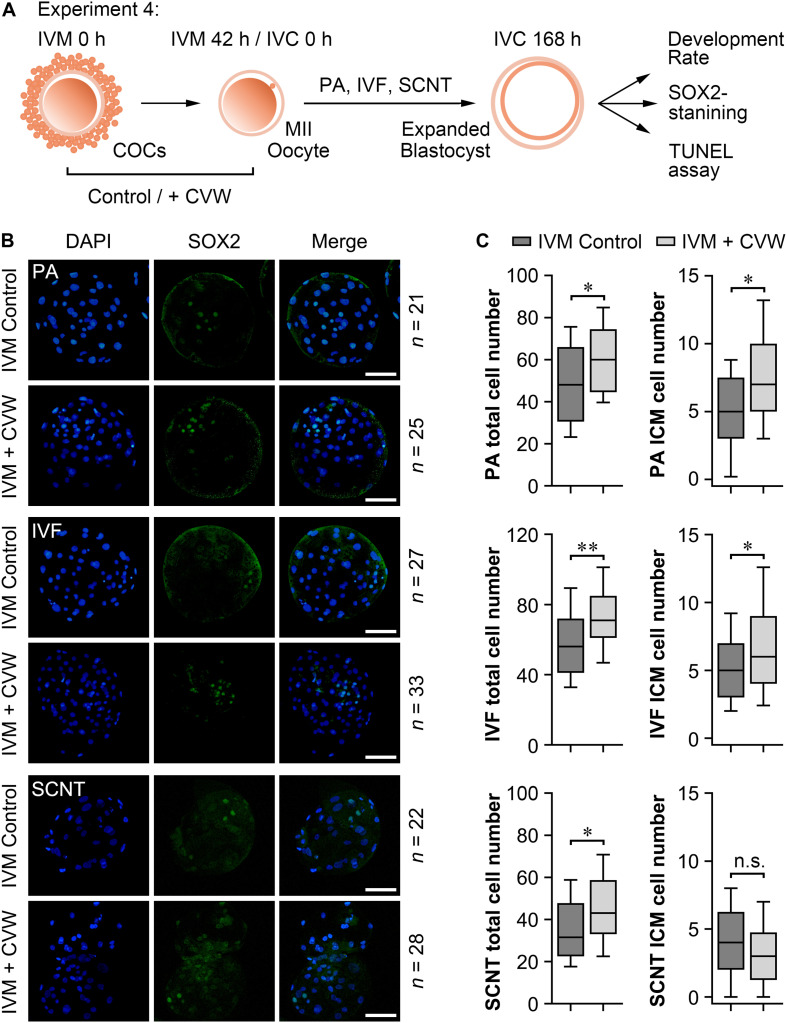
Cell numbers in blastocysts derived from oocytes matured with or without CVW supplementation. **(A)** Experimental design to determine the development rate and blastocyst quality. **(B)** Immunostaining of SOX2 (green) and DAPI (blue) in PA, IVF and SCNT blastocysts derived from control and CVW-treated oocytes. Scale bar = 100 μm. **(C)** Box plots show the total cell numbers and inner cell mass (ICM) cell numbers of PA, IVF and SCNT blastocysts derived from control and CVW-treated oocytes. All middle lines in box plots indicate the median, the edges indicate the 25th/75th percentiles and the whiskers indicate the 10th/90th percentiles. n.s, not significant. ^∗^*P* < 0.05, ^∗∗^*P* < 0.01 (Student’s *t*-test).

**TABLE 1:** Effects of combined CVW supplementation on porcine embryonic development *in vitro*.

Group	IVM medium supplementation*	Number of oocytes	Cleaved per oocyte (%)^‡^	Blastocyst per oocyte (%)^‡^
PA	CVW (–)	265	82.1 ± 4.3	36.0 ± 4.2^a^
	CVW (+)	277	86.1 ± 3.5	48.4 ± 5.0^b^
IVF	CVW (–)	292	60.8 ± 4.2	25.7 ± 3.8^a^
	CVW (+)	306	63.7 ± 2.1	34.9 ± 2.2^b^
SCNT	CVW (–)	254	57.0 ± 3.3	18.4 ± 4.8^a^
	CVW (+)	287	53.9 ± 2.2	26.2 ± 3.7^b^

*CVW (–), IVM medium without CVW supplementation; CVW (+), IVM medium with CVW supplementation. ^‡^Data are shown as the mean percentage ± SD in six replicates. ^*a,b*^Values with different superscripts differ significantly within the same column from each other (*P* < 0.05, Student’s *t*-test).

### Supplementation of CVW Modulates MAPK and Canonical WNT Signaling Pathways During IVM

During IVM, elevated MAPK activity has been proved to be necessary for oocyte meiotic maturation (Yan et al., 2012; Mo et al., 2014; Lopez-Cardona et al., 2017), while canonical WNT signals are stronger in oocytes matured *in vitro* compared to *in vivo* (Spate et al., 2014). To check if CVW and their receptor inhibitors would affect the MAPK and canonical WNT signaling pathways, we initially performed immunofluorescence assays and measured the fluorescence intensity of each pathway in oocytes. As shown in Figures 7A,B, in the control oocytes, the ratio of phosphorylated MAPK1/3 (pMAPK1/3) to total MAPK1/3 was enhanced during IVM. By contrast, relative pMAPK1/3 signals were apparently stronger in CVW-treated oocytes at 22 h of maturation, and declined to a lower level compared to the controls at 42 h (Figures 7A,B). Meanwhile, in the presence of CVW receptor inhibitors, MAPK1/3 phosphorylation was blocked at 22 h, and then elevated at a comparable level to the controls at 42 h (Figures 7A,B). As for canonical WNT pathways, a gradually increasing level of β-catenin was determined in the control group during the whole IVM period (Figures 7A,B). Conversely, β-catenin abundance exhibited a slight upregulation when oocytes were exposed to CVW cytokines, which was prominently lower compared to those in controls at 42 h (Figures 7A,B). For some unknown reason, when compared to CVW-treated oocytes, inhibition of CVW receptor functions remained at a similarly low catenin expression at 22 h, and this expression was moderately decreased at 42 h (Figures 7A,B). Next, the immunostaining results were further confirmed via immunoblotting, as the pMAPK1/3 protein in CVW-matured oocytes was more abundant than in the control group at 22 h, while the expression of β-catenin was obviously reduced in CVW-matured oocytes at 42 h (Figure 7C and Supplementary Figure S4). These results indicate that CVW combination can provide much improved oocyte competence through activating the MAPK pathway in advance, as well as inhibiting the canonical WNT pathway at the end of the IVM period. A possible synergistic modulation of CVW-mediated signaling pathways is shown in Figure 7D.

**FIGURE 7:**
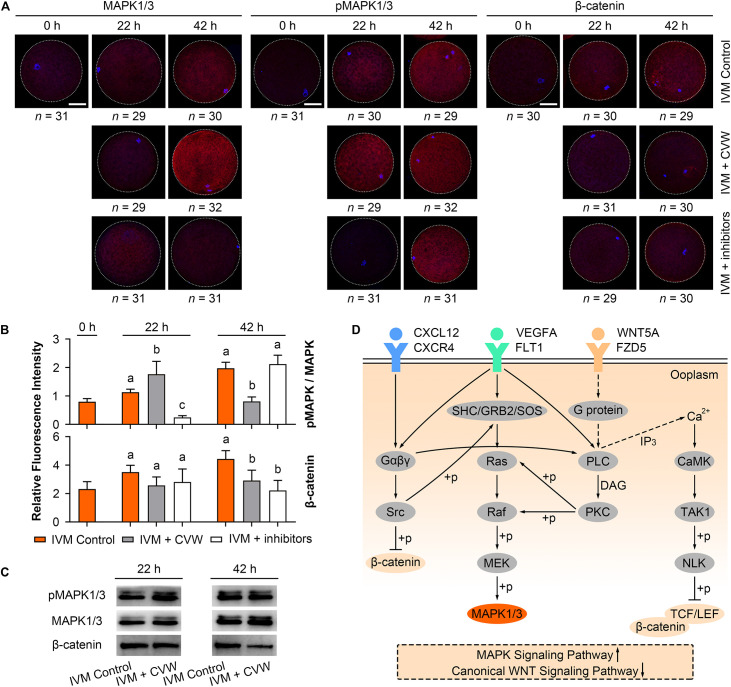
Effects of CVW and their receptor inhibitors on MAPK and canonical WNT pathway during IVM. **(A)** Immunostaining of MAPK1/3, phosphorylated MAPK1/3 (pMAPK1/3), and β-catenin (red) and DAPI (blue) in control, CVW-treated, and inhibitor-treated oocytes at 0, 22, 42 h during IVM. Scale bar = 30 μm. **(B)** Bar plots show the fluorescence intensities of pMAPK/MAPK and β-catenin in control, CVW-treated, and inhibitor-treated oocytes at 0, 22, 42 h during IVM. Error bars represent the SD in three replicates. Different superscripts indicate *P* < 0.05 (one-way ANOVA with Duncan’s test). **(C)** Representative images of immunoblots showing the signal intensities of MAPK, pMAPK and β-catenin in control and CVW-treated oocytes at 22 and 42 h during IVM. **(D)** Schematic representation of the proposed mechanism illustrating the interactions between CVW and their receptors on the oolemma, as well as the downstream signaling pathways regulated by CVW. Signal transduction pathways are summarized from the KEGG database (https://www.kegg.jp/). Dashed arrows stand for putative interactions. Oocyte maturation improvement by CVW is achieved through activating the MAPK pathway, as well as inhibiting the canonical WNT pathway during IVM.

## Discussion

Establishment and optimization of the oocyte IVM system is a critical step for assisted reproductive technologies. To our knowledge, the effect of WNT5A on oocyte maturation has never been reported, while the elevating effect of VEGFA has been determined in porcine (Kere et al., 2014), bovine (Luo et al., 2002), and ovine (Yan et al., 2012) oocytes. A previous study has demonstrated that the maturation efficiency is only increased in porcine denuded oocytes at 5 ng/mL of VEGFA, but not in COCs (Kere et al., 2014). However, in our TCM-199-based IVM medium, we could observe an obvious improvement when oocytes were cultured with intact cumulus cells at 10 and 25 ng/mL of VEGFA (Figures 2A,B), and both concentrations were not measured in previous study (Kere et al., 2014). Recently, a novel role of CXCL12 in regulating meiotic maturation was uncovered in ovine oocytes, and this was achieved via cumulus cells even though CXCR4 was expressed in oocytes throughout the whole follicle growth stage (Zhang et al., 2018). As for the pig, our results revealed that 10 ng/mL CXCL12 could promote denuded oocytes to extrude the PB1 (Figures 2A,B), suggesting that a direct CXCL12-CXCR4 interaction occurred during porcine IVM. In fact, all of these CVW factors have been detected in human and bovine granulosa cells (Skinner et al., 2008; Nishigaki et al., 2011; Sanchez et al., 2014; Abedini et al., 2015). The concentrations of CXCL12 and VEGFA in human follicular fluid are enriched with a positive correlation during follicle development (Nishigaki et al., 2011), while conditional Wnt5a-knockout mice exhibit follicular atresia and ovulation failure (Abedini et al., 2016). These findings indicate that our CVW supplementation may ultimately improve IVM outcome in humans and other species.

In this paper, the CVW medium showed a ∼20% elevation in porcine oocyte maturation (Figure 2C), which is lower compared to the beneficial effects of the FLI medium (∼35%) (Yuan et al., 2017). One explanation is that the components of these two culture systems are totally different. The FLI medium is a chemically defined medium, while our system is supplemented with 10% follicular fluid, which contains oocyte maturation inhibitors, such as hypoxanthine (Downs et al., 1985). It should be noted that follicular fluid is indispensable in the CVW medium, since it would cause unexpanded COCs and maturation block when cultured without this fluid (data not shown). Intriguingly, when COCs were cultured in our medium with FLI addition (FGF2, 40 ng/mL; LIF, 20 ng/mL; IGF1, 20 ng/mL) (Yuan et al., 2017), no maturation improvement (62.2%) was observed compared to the controls (58.6%) (Supplementary Figure S2E). It suggests that at least CVW combination is applicable in the current IVM medium that we used. Nevertheless, future studies should confirm the effects of CVW on oocyte maturation by using a chemically defined medium. Another difference between FLI and CVW media is the approach to achieving maturation. FLI combination provides improved oocyte competence mainly through an indirect way, such as promoting cumulus expansion and TZP retraction (Yuan et al., 2017). By contrast, CVW combination not only promotes cumulus expansion (Figure 5) and TZP retraction (Figures 4A,B) in COCs, but also improves denuded oocyte maturation (Figure 2D), indicating that a direct effect occurred on the oocyte itself. Moreover, by using the FLI medium, it has revealed the relationship between the size of perivitelline space and TZP integrity (Yuan et al., 2017). Here, we further associated both of them with polyspermic penetration in CVW-matured oocytes (Figures 4C,D). The results could be explained in that cumulus and perivitelline space expansions are necessary for severing the connections between oocytes and cumulus cells, thus closing the channels for sperm penetration on the zona pellucida, and reducing the incidence of polyspermy after IVF.

Inhibitor utilization also provides evidence that CXCL12-CXCR4, VEGFA-FLT1, and WNT5A-FZD5 interactions are critical for porcine oocyte maturation, as an apparent meiotic impairment could be seen when these interactions were inhibited individually (Supplementary Figure S2B) or in combination (Figure 2D). Notably, in the FLI medium, individual inhibition of FGF2- and LIF-mediated signals exhibited no influence on nuclear maturation when compared to the controls; only IGF1 receptor inhibitor could significantly reduce the maturation rate (Yuan et al., 2017). 

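In the 2 oocytes the VEGF receptor FLT1 was by far the most abundant of the receptor genes compared, at 40.5 FPKM in oocyte 2 and 65.5 in oocyte 4. FZD5 had 7.08 and 10.9 FPKM, and CXCR4 0.606 and 4.26. The IGF1 receptor gene IGF1R was listed at 0 in both oocytes, as in all 91 libraries, so its level could not be read from these values. Among the receptor genes of FGF2 and LIF, LIFR had 13.4 and 1.34 FPKM, FGFR1 1.14 and 0.237, and IL6ST, the signaling chain shared with interleukin 6, 0.918 and 0.513, while FGFR2, FGFR3 and FGFR4 were listed at 0 in both. LIFR thus exceeded FZD5 and CXCR4 in oocyte 2 and was below both in oocyte 4. With all genes taken as listed, the median log2(FPKM + 1) of CXCR4, FLT1, FZD5 and IGF1R was 1.85 in oocyte 2 and 2.98 in oocyte 4, against 0.47 and 0.15 for the 6 receptor genes of FGF2 and LIF, a mean difference of 2.10 ± 1.03 (SD, n = 2) that was not tested. The genes listed at 0 enter these medians, so the difference does not rank IGF1R or FGFR2, FGFR3 and FGFR4. Over the 3 genes of each set above 0 in an oocyte, an alternative chosen after the values had been seen, it was 1.92 in oocyte 2 and 2.97 in oocyte 4. With all genes it was 4.03 with a pseudocount of 0.1 and 0.57 with a pseudocount of 10.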

The expression level of each corresponding receptor might cause this difference, as the mRNA abundances of CVW and IGF1 receptor genes were relatively higher compared to FGF2 and LIF receptors in porcine oocytes (Supplementary Figure S5 and Supplementary Table S2). Additionally, CVW receptor inhibition was detrimental to PA blastocyst formation (Supplementary Figure S2B), suggesting that the signaling pathways activated by CVW receptors are critical for porcine preimplantation development as well. Combined with the highly expressed CVW factors in reproductive tissues (Figure 1A), these results encourage us to modify the IVC medium for pig embryos through CVW supplementation. However, we could only find an obvious elevation of the porcine PA blastocyst rate when PZM3 medium was supplemented with VEGFA, in accordance with previous studies (Biswas et al., 2011; Kere et al., 2014), but not in CXCL12- and WNT5A-treated groups (Supplementary Figure S2A). We noticed that the application time might affect blastocyst production *in vitro*, since the effect of VEGFA on SCNT embryos was prominently different when it was added during the early stages (days 1–3) or the late stages (days 4–7) (Biswas et al., 2011). Therefore, the precise and synergistic effects of CVW factors in PZM3 medium will require further investigation.

Finally, the IVM outcome of CVW supplementation can be elucidated by cell signaling changes. It is well known that MAPK activation can promote meiotic resumption, germinal vesicle breakdown and spindle microtubule organization (Yu et al., 2007; Schindler, 2011). A steady rise of MAPK phosphorylation has been revealed in mouse (Lopez-Cardona et al., 2017), bovine (Mo et al., 2014) and ovine (Yan et al., 2012) oocytes during IVM. Similarly, porcine oocytes exhibited an elevating ratio of pMAPK to MAPK in control maturation medium, but this ratio was highly increased at 22 h and then decreased in the CVW medium (Figures 7A–C and Supplementary Figure S4). Given that the reduction of MAPK activity is nesserary for MII stage exit and oocyte activation (Moos et al., 1996; Phillips et al., 2002), the dephosphorylation process at 42 h might imply that CVW-matured oocytes have already prepared for subsequent preimplantation development. Indeed, *in vitro* production of PA, IVF and SCNT blastocysts became more efficient by using CVW-matured oocytes (Table 1). Furthermore, we determined a decreased abundance of β-catenin in CVW-matured oocytes at the end of the IVM period (Figures 7A–C and Supplementary Figure S4), suggesting that the improved oocyte competence may be related to canonical WNT pathway inhibition as well. In fact, overrepresented WNT signals have been examined in porcine IVM oocytes (Spate et al., 2014), while addition of Dickkopf-related protein 1 (DKK1) (Spate et al., 2014) or compound FH535 (Shi et al., 2018) could weaken these signals to promote nuclear maturation. Here, we speculate that CVW may stimulate calcium signaling to promote the degradation of β-catenin coactivators, T cell factor (TCF) and lymphoid enhancer binding factor (LEF), or directly result in phosphorylation and lysis of β-catenin by non-receptor tyrosine kinase SRC and proteasomes, respectively (Figure 7D). A detailed cell signaling network remains to be explored since CVW may also activate other pathways during IVM, such as PI3K-Akt pathway, Jak-STAT pathway, and p38 MAPK pathway.

## Conclusion

In conclusion, we provided a new combination of three maternal cytokines, CXCL12, VEGFA, and WNT5A, for improving porcine oocyte maturation and its subsequent embryonic development. On the one hand, CVW supplementation could directly bind to their receptors on the oolemma, modulate the downstream MAPK and WNT signals in the ooplasm, thus endowing the oocyte with a better developmental competence to reach the blastocyst stage. On the other hand, CVW factors displayed beneficial effects on cumulus expansion, thus allowing TZPs to retract more completely from the zona pellucida, which contributes to preventing polyspermic penetration in fertilized oocytes. Subsequent studies are required to determine the effects of CVW supplementation on piglet production through IVF and SCNT embryo transfer. These observations not only advance the understanding of the mammalian oocyte maturation process, but also provide a more precise approach to recapitulating the maternal environment in our IVM culture system, thereby improving IVM outcome for assisted reproduction.

## Data Availability Statement

Publicly available datasets were analyzed in this study. This data can be found here: Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/) under accession numbers GSE139512 and GSE108570.

## Ethics Statement

The animal study was reviewed and approved by Animal Care and Use Committee of Huazhong Agriculture University, Wuhan, China.

## Author Contributions

XL and Y-LM conceived and designed the research. YH, ZKL, GB, ZTL, and XH collected the samples and performed the experiments. XL, JZ, and HZ analyzed the RNA-seq and experimental data. XL and YH wrote the original manuscript. XZ and Y-LM revised the manuscript. All authors read and approved the final version of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 https://www.ncbi.nlm.nih.gov/geo/

2 https://www.kegg.jp/

3 https://meshb.nlm.nih.gov

## References

[B1] AbediniA.ZamberlamG.BoerboomD.PriceC. A. (2015). Non-canonical WNT5A is a potential regulator of granulosa cell function in cattle. *Mol. Cell Endocrinol.* 403 39–45. 10.1016/j.mce.2015.01.017 25600632

[B2] AbediniA.ZamberlamG.LapointeE.TourignyC.BoyerA.PaquetM. (2016). WNT5a is required for normal ovarian follicle development and antagonizes gonadotropin responsiveness in granulosa cells by suppressing canonical WNT signaling. *FASEB J.* 30 1534–1547. 10.1096/fj.15-280313 26667040PMC4799500

[B3] AnL.LiuJ.DuY.LiuZ.ZhangF.LiuY. (2018). Synergistic effect of cysteamine, leukemia inhibitory factor, and Y27632 on goat oocyte maturation and embryo development in vitro. *Theriogenology* 108 56–62. 10.1016/j.theriogenology.2017.11.028 29197293

[B4] BiswasD.JungE. M.JeungE. B.HyunS. H. (2011). Effects of vascular endothelial growth factor on porcine preimplantation embryos produced by in vitro fertilization and somatic cell nuclear transfer. *Theriogenology* 75 256–267. 10.1016/j.theriogenology.2010.08.012 20961610

[B5] BouG.LiuS.SunM.ZhuJ.XueB.GuoJ. (2017). CDX2 is essential for cell proliferation and polarity in porcine blastocysts. *Development* 144 1296–1306. 10.1242/dev.141085 28219949

[B6] Dang-NguyenT. Q.HaraguchiS.KikuchiK.SomfaiT.BodoS.NagaiT. (2014). Leukemia inhibitory factor promotes porcine oocyte maturation and is accompanied by activation of signal transducer and activator of transcription 3. *Mol. Reprod. Dev.* 81 230–239. 10.1002/mrd.22289 24307388

[B7] DownsS. M.ColemanD. L.Ward-BaileyP. F.EppigJ. J. (1985). Hypoxanthine is the principal inhibitor of murine oocyte maturation in a low molecular weight fraction of porcine follicular fluid. *Proc. Natl. Acad. Sci. U.S.A.* 82 454–458. 10.1073/pnas.82.2.454 2982158PMC397057

[B8] JeneiV.SherwoodV.HowlinJ.LinnskogR.SafholmA.AxelssonL. (2009). A t-butyloxycarbonyl-modified Wnt5a-derived hexapeptide functions as a potent antagonist of Wnt5a-dependent melanoma cell invasion. *Proc. Natl. Acad. Sci. U.S.A.* 106 19473–19478. 10.1073/pnas.0909409106 19901340PMC2780806

[B9] KereM.SiriboonC.LiaoJ. W.LoN. W.ChiangH. I.FanY. K. (2014). Vascular endothelial growth factor A improves quality of matured porcine oocytes and developing parthenotes. *Domest. Anim. Endocrinol.* 49 60–69. 10.1016/j.domaniend.2014.06.002 25061966

[B10] KiapekouE.LoutradisD.DrakakisP.ZapantiE.MastorakosG.AntsaklisA. (2005). Effects of GH and IGF-I on the in vitro maturation of mouse oocytes. *Hormones* 4 155–160. 10.14310/horm.2002.11153 16613825

[B11] KimD. H.LeeH. R.KimM. G.LeeJ. S.JinS. J.LeeH. T. (2017). The effect of poly(ADP-ribosyl)ation inhibition on the porcine cumulus-oocyte complex during in vitro maturation. *Biochem. Biophys. Res. Commun.* 483 752–758. 10.1016/j.bbrc.2016.12.070 27965086

[B12] KimJ. M.ParkJ. E.YooI.HanJ.KimN.LimW. J. (2018). Integrated transcriptomes throughout swine oestrous cycle reveal dynamic changes in reproductive tissues interacting networks. *Sci. Rep.* 8:5436. 10.1038/s41598-018-23655-1 29615657PMC5882957

[B13] KongQ.XieB.LiJ.HuanY.HuangT.WeiR. (2014). Identification and characterization of an oocyte factor required for porcine nuclear reprogramming. *J. Biol. Chem.* 289 6960–6968. 10.1074/jbc.M113.543793 24474691PMC3945357

[B14] KongQ.YangX.ZhangH.LiuS.ZhaoJ.ZhangJ. (2020). Lineage specification and pluripotency revealed by transcriptome analysis from oocyte to blastocyst in pig. *FASEB J.* 34 691–705. 10.1096/fj.201901818RR 31914626

[B15] LaiL.PratherR. S. (2003). Production of cloned pigs by using somatic cells as donors. *Cloning Stem Cells* 5 233–241. 10.1089/153623003772032754 14733743

[B16] LiuX.NieZ. W.GaoY. Y.ChenL.YinS. Y.ZhangX. (2018a). Sodium fluoride disturbs DNA methylation of NNAT and declines oocyte quality by impairing glucose transport in porcine oocytes. *Environ. Mol. Mutagen.* 59 223–233. 10.1002/em.22165 29285797

[B17] LiuX.WangY.GaoY.SuJ.ZhangJ.XingX. (2018b). H3K9 demethylase KDM4E is an epigenetic regulator for bovine embryonic development and a defective factor for nuclear reprogramming. *Development* 145:dev158261. 10.1242/dev.158261 29453221

[B18] LonerganP.CarolanC.Van LangendoncktA.DonnayI.KhatirH.MermillodP. (1996). Role of epidermal growth factor in bovine oocyte maturation and preimplantation embryo development in vitro. *Biol. Reprod.* 54 1420–1429. 10.1095/biolreprod54.6.1420 8724373

[B19] Lopez-CardonaA. P.Perez-CerezalesS.Fernandez-GonzalezR.Laguna-BarrazaR.PericuestaE.AgirregoitiaN. (2017). CB1 cannabinoid receptor drives oocyte maturation and embryo development via PI3K/Akt and MAPK pathways. *FASEB J.* 31 3372–3382. 10.1096/fj.201601382RR 28428264

[B20] LuoH.KimuraK.AokiM.HirakoM. (2002). Effect of vascular endothelial growth factor on maturation, fertilization and developmental competence of bovine oocytes. *J. Vet. Med. Sci.* 64 803–806. 10.1292/jvms.64.803 12399605

[B21] MoX.WuG.YuanD.JiaB.LiuC.ZhuS. (2014). Leukemia inhibitory factor enhances bovine oocyte maturation and early embryo development. *Mol. Reprod. Dev.* 81 608–618. 10.1002/mrd.22327 24687528

[B22] MoosJ.KopfG. S.SchultzR. M. (1996). Cycloheximide-induced activation of mouse eggs: effects on cdc2/cyclin B and MAP kinase activities. *J. Cell Sci.* 109 739–748.871866510.1242/jcs.109.4.739

[B23] NieZ. W.ChenL.JinQ. S.GaoY. Y.WangT.ZhangX. (2017). Function and regulation mechanism of Chk1 during meiotic maturation in porcine oocytes. *Cell Cycle* 16 2220–2229. 10.1080/15384101.2017.1373221 28933982PMC5736331

[B24] NishigakiA.OkadaH.OkamotoR.SugiyamaS.MiyazakiK.YasudaK. (2011). Concentrations of stromal cell-derived factor-1 and vascular endothelial growth factor in relation to the diameter of human follicles. *Fertil. Steril.* 95 742–746. 10.1016/j.fertnstert.2010.10.028 21071025

[B25] NiuD.WeiH. J.LinL.GeorgeH.WangT.LeeI. H. (2017). Inactivation of porcine endogenous retrovirus in pigs using CRISPR-Cas9. *Science* 357 1303–1307. 10.1126/science.aan4187 28798043PMC5813284

[B26] OberlenderG.MurgasL. D.ZangeronimoM. G.da SilvaA. C.Menezes TdeA.PonteloT. P. (2013). Role of insulin-like growth factor-I and follicular fluid from ovarian follicles with different diameters on porcine oocyte maturation and fertilization in vitro. *Theriogenology* 80 319–327. 10.1016/j.theriogenology.2013.04.018 23683690

[B27] ParkJ. Y.SuY. Q.ArigaM.LawE.JinS. L.ContiM. (2004). EGF-like growth factors as mediators of LH action in the ovulatory follicle. *Science* 303 682–684. 10.1126/science.1092463 14726596

[B28] PereiraG. R.LorenzoP. L.CarneiroG. F.BallB. A.GoncalvesP. B.PegoraroL. M. (2012). The effect of growth hormone (GH) and insulin-like growth factor-I (IGF-I) on in vitro maturation of equine oocytes. *Zygote* 20 353–360. 10.1017/S0967199411000335 21794202

[B29] PhillipsK. P.PetrunewichM. A.CollinsJ. L.BoothR. A.LiuX. J.BaltzJ. M. (2002). Inhibition of MEK or cdc2 kinase parthenogenetically activates mouse eggs and yields the same phenotypes as Mos(-/-) parthenogenotes. *Dev. Biol.* 247 210–223. 10.1006/dbio.2002.0680 12074563

[B30] ProchazkaR.SrsenV.NagyovaE.MiyanoT.FlechonJ. E. (2000). Developmental regulation of effect of epidermal growth factor on porcine oocyte-cumulus cell complexes: nuclear maturation, expansion, and F-actin remodeling. *Mol. Reprod. Dev.* 56 63–73. 10.1002/(sici)1098-2795(200005)56:1<63::aid-mrd8>3.0.co;2-d10737968

[B31] RomarR.FunahashiH.CoyP. (2016). In vitro fertilization in pigs: new molecules and protocols to consider in the forthcoming years. *Theriogenology* 85 125–134. 10.1016/j.theriogenology.2015.07.017 26271164

[B32] RuanD.PengJ.WangX.OuyangZ.ZouQ.YangY. (2018). XIST derepression in active X chromosome hinders pig somatic cell nuclear transfer. *Stem Cell Rep.* 10 494–508. 10.1016/j.stemcr.2017.12.015 29337117PMC5830944

[B33] SalustriA.GarlandaC.HirschE.De AcetisM.MaccagnoA.BottazziB. (2004). PTX3 plays a key role in the organization of the cumulus oophorus extracellular matrix and in in vivo fertilization. *Development* 131 1577–1586. 10.1242/dev.01056 14998931

[B34] SanchezA. M.ViganoP.QuattroneF.PagliardiniL.PapaleoE.CandianiM. (2014). The WNT/beta-catenin signaling pathway and expression of survival promoting genes in luteinized granulosa cells: endometriosis as a paradigm for a dysregulated apoptosis pathway. *Fertil. Steril.* 101 1688–1696. 10.1016/j.fertnstert.2014.02.040 24661731

[B35] SchindlerK. (2011). Protein kinases and protein phosphatases that regulate meiotic maturation in mouse oocytes. *Results Probl. Cell Differ.* 53 309–341. 10.1007/978-3-642-19065-0_1421630151

[B36] ShiM.ChengJ.HeY.JiangZ.BodingaB. M.LiuB. (2018). Effect of FH535 on in vitro maturation of porcine oocytes by inhibiting WNT signaling pathway. *Anim. Sci. J.* 89 631–639. 10.1111/asj.12982 29284185

[B37] SkinnerM. K.SchmidtM.SavenkovaM. I.Sadler-RigglemanI.NilssonE. E. (2008). Regulation of granulosa and theca cell transcriptomes during ovarian antral follicle development. *Mol. Reprod. Dev.* 75 1457–1472. 10.1002/mrd.20883 18288646PMC5749411

[B38] SpateL. D.BrownA. N.RedelB. K.WhitworthK. M.MurphyC. N.PratherR. S. (2014). Dickkopf-related protein 1 inhibits the WNT signaling pathway and improves pig oocyte maturation. *PLoS One* 9:e95114. 10.1371/journal.pone.0095114 24739947PMC3989281

[B39] SuzukiH.JeongB. S.YangX. (2000). Dynamic changes of cumulus-oocyte cell communication during in vitro maturation of porcine oocytes. *Biol. Reprod.* 63 723–729. 10.1095/biolreprod63.3.723 10952913

[B40] UenoS.NiimuraS. (2008). Size of perivitelline space and incidence of polyspermy in mouse oocytes matured in vivo and in vitro. *J. Mammal. Ova. Res.* 25 44–49. 10.1274/jmor.25.44

[B41] VallehM. V.ZandiN. K.RasmussenM. A.HyttelP. (2017). Optimal doses of EGF and GDNF act as biological response modifiers to improve porcine oocyte maturation and quality. *Zygote* 25 423–433. 10.1017/S0967199417000181 28693648

[B42] WangT.GaoY. Y.ChenL.NieZ. W.ChengW.LiuX. (2017). Melatonin prevents postovulatory oocyte aging and promotes subsequent embryonic development in the pig. *Aging* 9 1552–1564. 10.18632/aging.101252 28657543PMC5509455

[B43] WangW. H.SunQ. Y.HosoeM.ShioyaY.DayB. N. (1997). Quantified analysis of cortical granule distribution and exocytosis of porcine oocytes during meiotic maturation and activation. *Biol. Reprod.* 56 1376–1382. 10.1095/biolreprod56.6.1376 9166688

[B44] YanL.LuoH.GaoX.LiuK.ZhangY. (2012). Vascular endothelial growth factor-induced expression of its receptors and activation of the MAPK signaling pathway during ovine oocyte maturation in vitro. *Theriogenology* 78 1350–1360. 10.1016/j.theriogenology.2012.06.001 22898011

[B45] YanS.TuZ.LiuZ.FanN.YangH.YangS. (2018). A huntingtin knockin pig model recapitulates features of selective neurodegeneration in Huntington’s Disease. *Cell* 173 989.e13–1002.e13. 10.1016/j.cell.2018.03.005 29606351PMC5935586

[B46] YoshidaN.NiimuraS. (2011). Size of the perivitelline space and incidence of polyspermy in rabbit and hamster oocytes. *Reprod. Med. Biol.* 10 31–41. 10.1007/s12522-010-0067-0 29662352PMC5892974

[B47] YuL. Z.XiongB.GaoW. X.WangC. M.ZhongZ. S.HuoL. J. (2007). MEK1/2 regulates microtubule organization, spindle pole tethering and asymmetric division during mouse oocyte meiotic maturation. *Cell Cycle* 6 330–338. 10.4161/cc.6.3.3805 17297311

[B48] YuanY.SpateL. D.RedelB. K.TianY.ZhouJ.PratherR. S. (2017). Quadrupling efficiency in production of genetically modified pigs through improved oocyte maturation. *Proc. Natl. Acad. Sci. U.S.A.* 114 E5796–E5804. 10.1073/pnas.1703998114 28673989PMC5530680

[B49] ZhangR. N.PangB.XuS. R.WanP. C.GuoS. C.JiH. Z. (2018). The CXCL12-CXCR4 signaling promotes oocyte maturation by regulating cumulus expansion in sheep. *Theriogenology* 107 85–94. 10.1016/j.theriogenology.2017.10.039 29132039

[B50] ZhengQ.LinJ.HuangJ.ZhangH.ZhangR.ZhangX. (2017). Reconstitution of UCP1 using CRISPR/Cas9 in the white adipose tissue of pigs decreases fat deposition and improves thermogenic capacity. *Proc. Natl. Acad. Sci. U.S.A.* 114 E9474–E9482. 10.1073/pnas.1707853114 29078316PMC5692550

# Supplementary material for: Maternal Cytokines CXCL12, VEGFA, and WNT5A Promote Porcine Oocyte Maturation via MAPK Activation and Canonical WNT Inhibition
**Source:** Front Cell Dev Biol. 2020 Jul 7;8:578. doi: 10.3389/fcell.2020.00578
**Supplement:** Supplementary file 1

Supplementary Material

1 Supplementary Tables

Table S1. Sequences of quantitative PCR primers.

Gene Name	Accession Number	Sense (5' to 3')	Antisense (5' to 3')
<i>GJA1</i>	NM_001244212	ACTGAGCCCCTCCAAAG<br>ACT	GCTCGGCACTGTAATTA<br>GCC
<i>HAS2</i>	NM_214053	GAAGTCATGGGCAGGGA<br>CAATTC	TGGCAGGCCCTTTCTATG<br>TTA
<i>PTGS2</i>	NM_214321	TCGACCAGAGCAGAGAG<br>ATGAGAT	ACCATAGAGCGCTTCTA<br>ACTCTGC
<i>PTX3</i>	NM_001244783	AGACTTTATGCCATGGT<br>GCT	TGACAGTGAGCAATGAA<br>CAA
<i>TNFAIP6</i>	NM_001159607	TACGACAGTTACGACGA<br>CGT	CACGGAAGCATCACTTA<br>GGA
<i>GAPDH</i>	NM_001206359	CAAGGGCATCCTGGGCT<br>ACAC	GGATCGAGTTGGGGCTG<br>TGAC

Table S2. Expression levels of intercellular signaling ligands and receptors in pig oocytes, embryos and reproductive tissues.

See supplementary Excel.

putative receptor binding sites are summarized from the Pfam database (<http://pfam.xfam.org/>), and are marked in red (below) and green (above) bands, respectively. Sequence homologies are shown in parentheses.

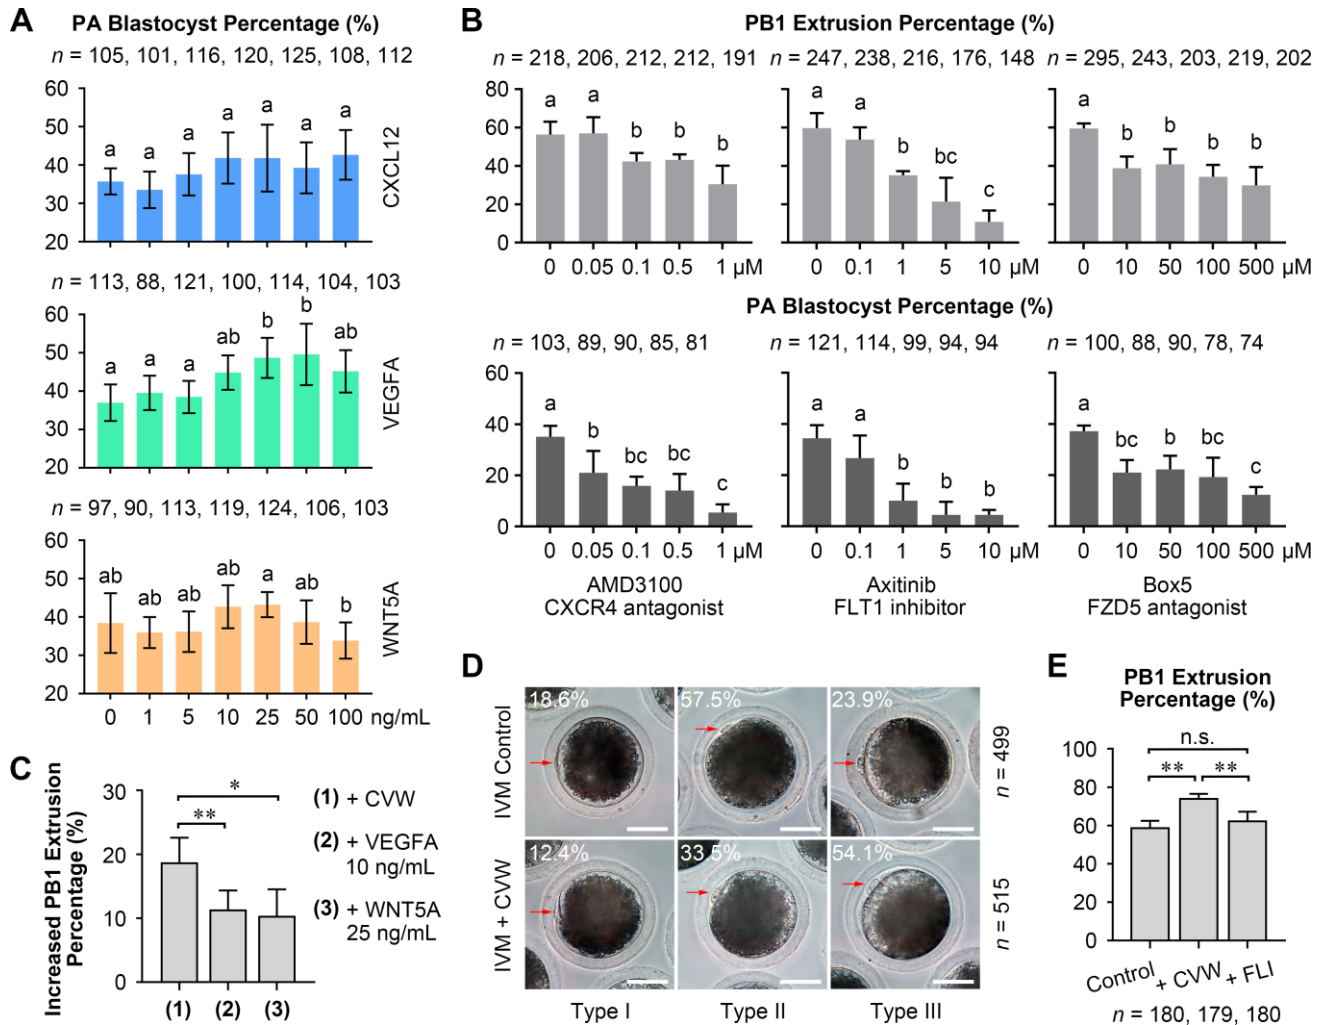

Supplementary Figure 2. Effects of CVW and their receptor inhibitors on porcine oocyte maturation and embryo development. **(A)** Individual effects of CVW on PA blastocyst formation when factors are added to IVC medium (PZM3). Error bars represent the SD in four replicates. Different superscripts indicate $P < 0.05$ (one-way ANOVA with Duncan's test). **(B)** Individual effects of CVW receptor inhibitors on oocyte PB1 extrusion (above) and PA blastocyst formation (below) when inhibitors are added to IVM and IVC media, respectively. Error bars represent the SD in three replicates. Different superscripts indicate $P < 0.05$ (one-way ANOVA with Duncan's test). **(C)** The increased percentage of PB1 extrusion via combined CVW treatment and individual treatment by 10 ng/mL VEGFA and 25 ng/mL WNT5A. Error bars represent the SD in five replicates. * $P < 0.05$, ** $P < 0.01$ (Student's t -test). **(D)** Percentage of oocytes with different maturation morphologies in control and CVW-treated groups. **(E)** Combined effects of CVW and FLI on PB1 extrusion in our current IVM medium. Error bars represent the SD in four replicates. n.s., not significant. ** $P < 0.01$ (Student's t -test).

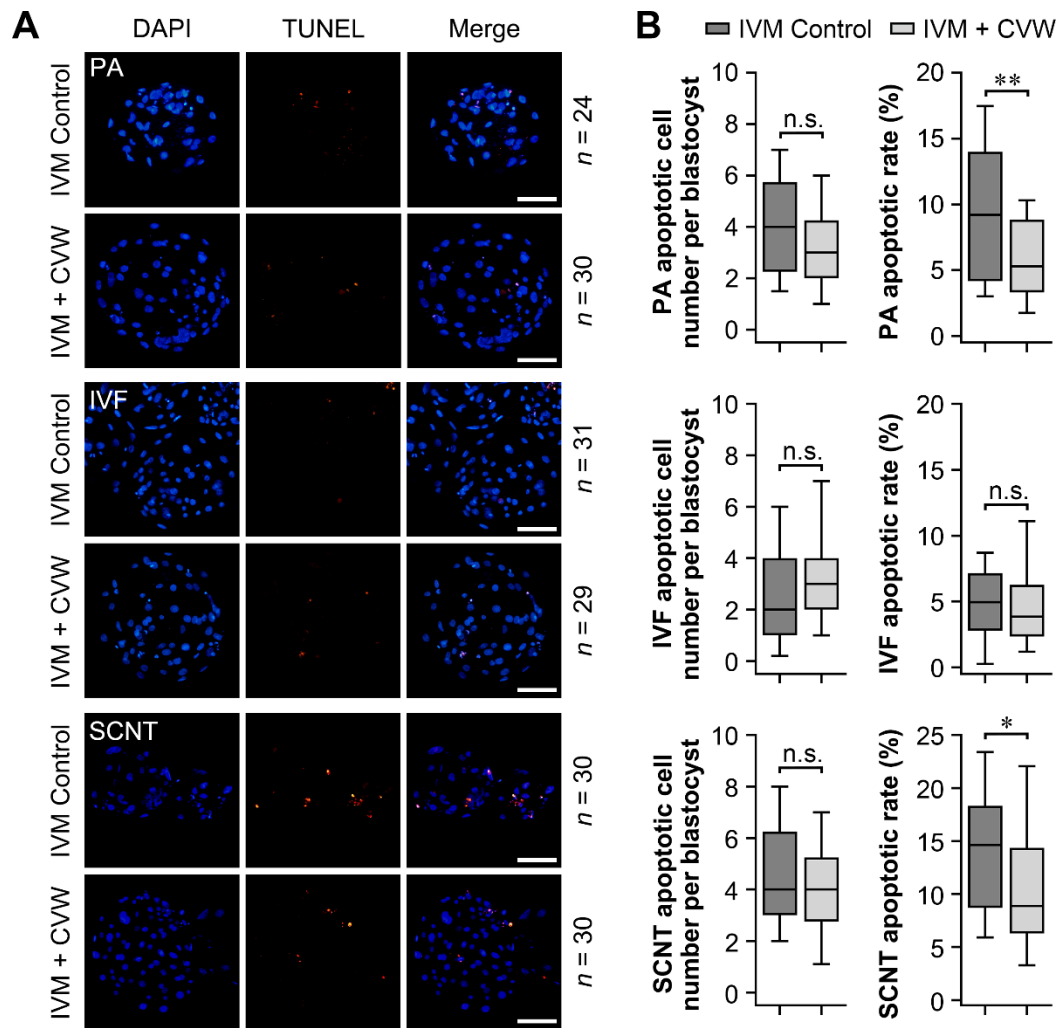

Supplementary Figure 3. Apoptosis in blastocysts derived from oocytes matured with or without CVW supplementation. **(A)** Immunostaining of TUNEL (red) and DAPI (blue) in PA, IVF and SCNT blastocysts derived from control and CVW-treated oocytes. Scale bars = 100 μ m. **(B)** Box plots show the apoptotic cell numbers and apoptotic rates of PA, IVF and SCNT blastocysts derived from control and CVW-treated oocytes. All middle lines in box plots indicate the median, the edges indicate the 25th/75th percentiles and the whiskers indicate the 10th/90th percentiles. n.s., not significant. * $P < 0.05$, ** $P < 0.01$ (Student's t -test).

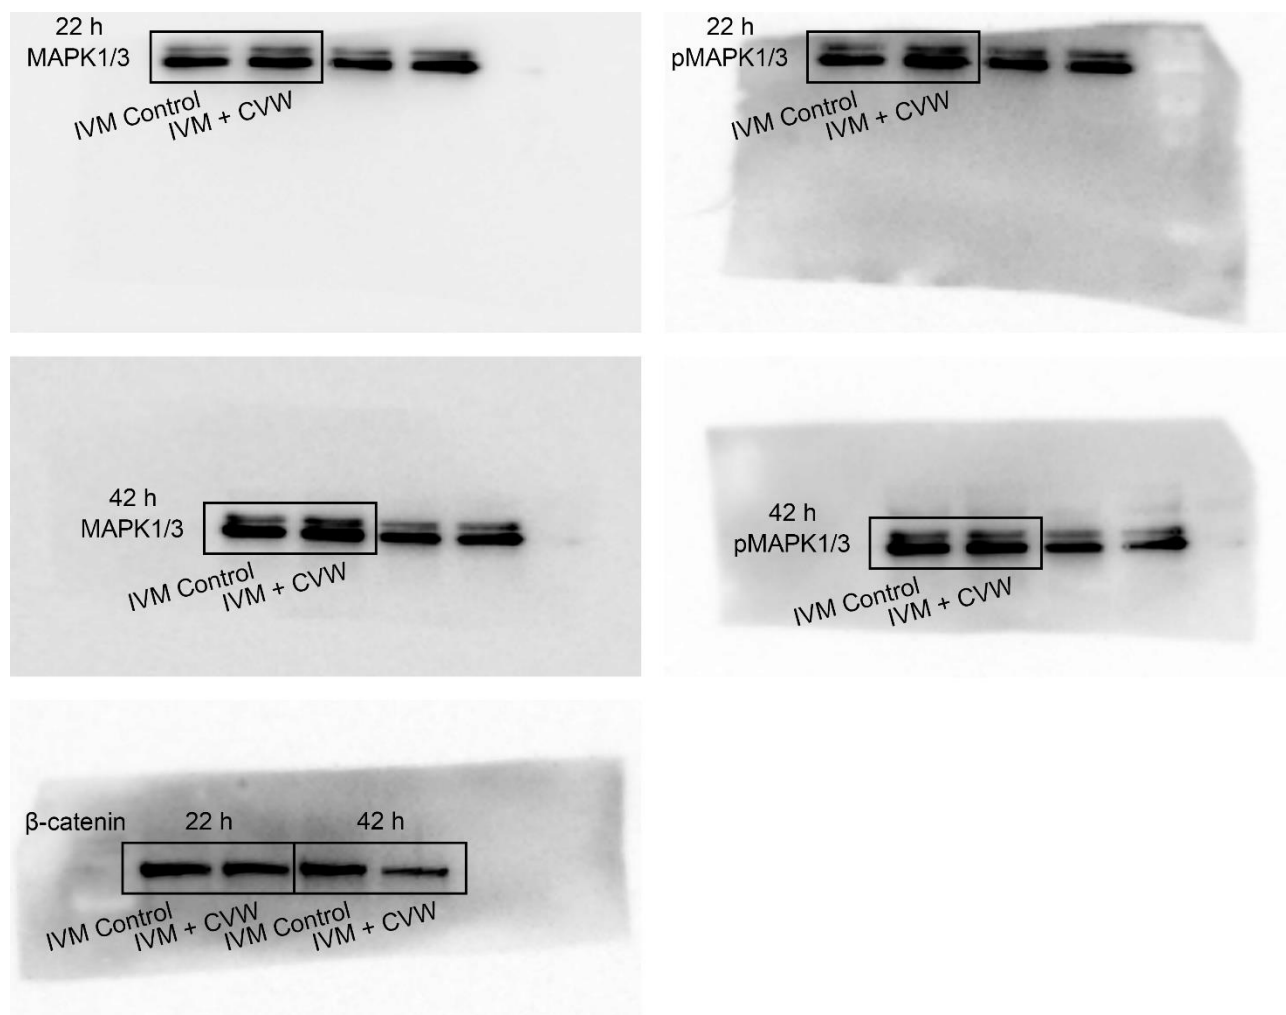

Supplementary Figure 4. The original polyvinylidene fluoride membranes of immunoblots. The immunoblots were visualized by using Pierce ECL Western Blotting Substrate, and captured on ImageQuant LAS 4000 imaging system.

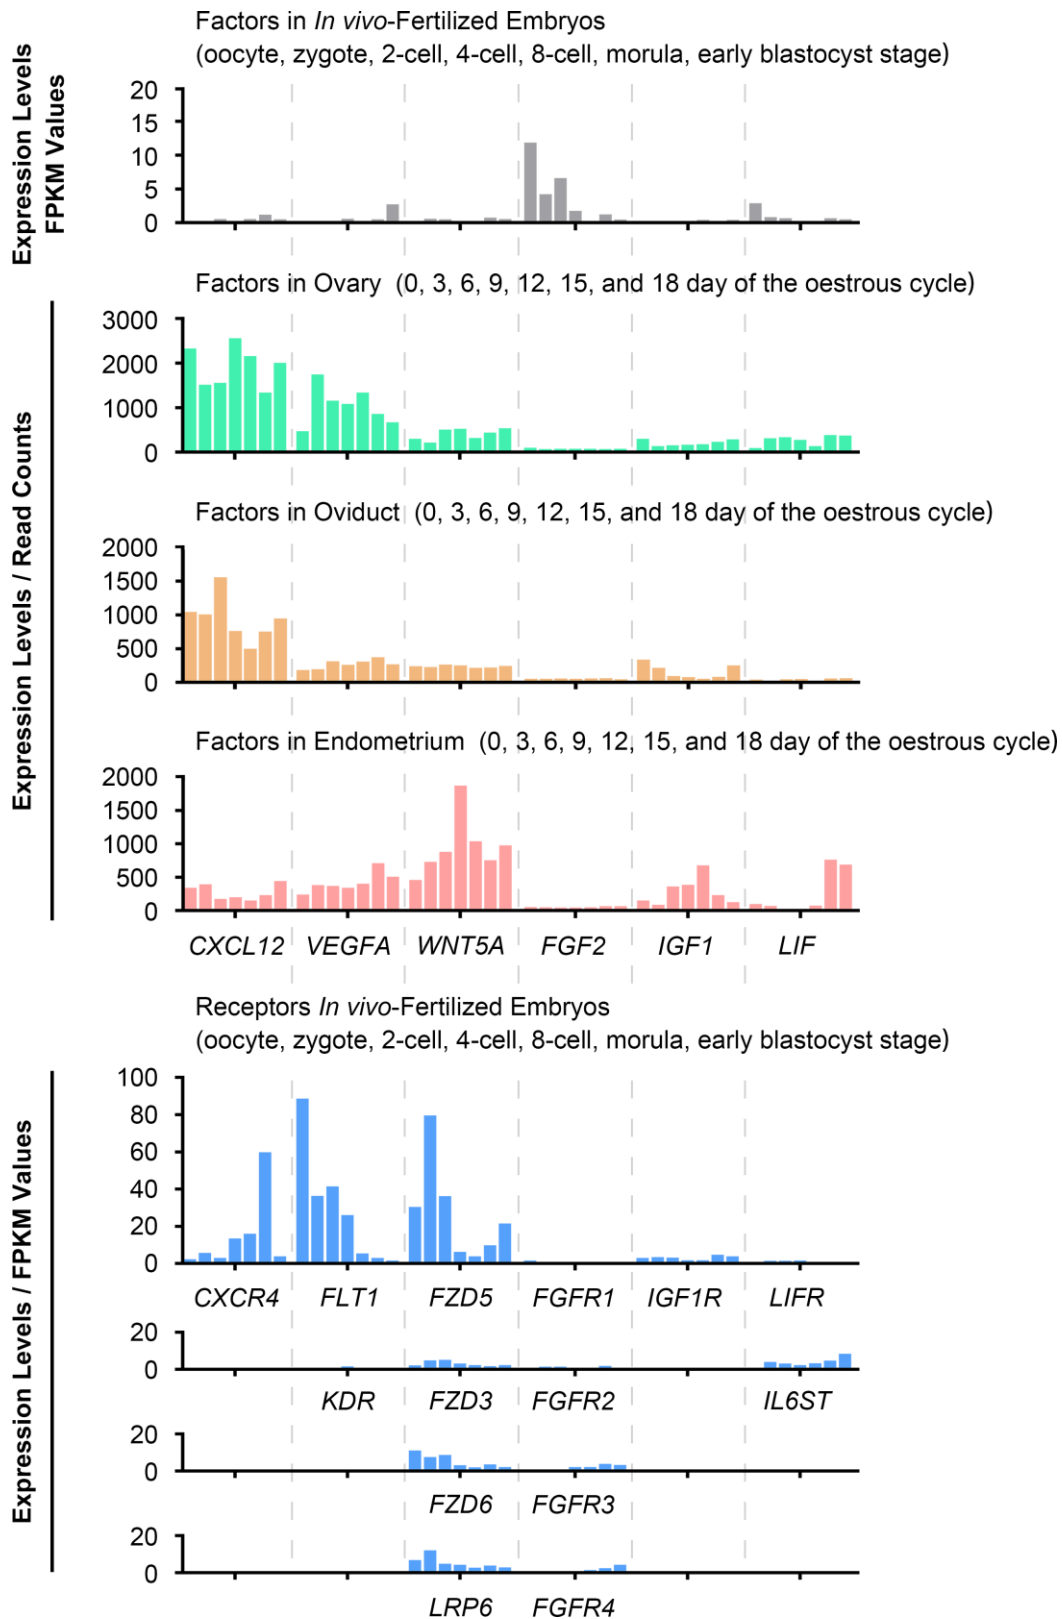

Supplementary Figure 5. Gene expression levels of CXCL12, VEGFA, WNT5A (CVW) and FGF2, LIF, IGF1 (FLI) in porcine *in vivo*-derived oocytes (gray), fertilized embryos (gray), ovary (green), oviduct (orange) and endometrium (pink) at different time points, and gene expression levels of their corresponding receptors in oocytes and fertilized embryos (blue) during the preimplantation stage.

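Of the 6 supplemented factors, 5 had low values or were listed at 0 in the oocytes and embryos themselves, and a value of 0 does not show that the RNA was absent. CXCL12 was listed at 0 in both oocytes and reached at most 2.16 FPKM, in a morula, VEGFA at most 0.146, in a 4-cell embryo, WNT5A at most 0.961, in a 2-cell embryo, and IGF1 at most 0.204, in an 8-cell embryo. LIF was listed at 0 in each oocyte and embryo. FGF2 varied widely between embryos, at 0 and 101 FPKM in the 2 oocytes and 0, 12.6, 23.6 and 316 FPKM in the 4 4-cell embryos, and was listed at 0 in both blastocysts. VEGFB, the other VEGF ligand that the paper names, was listed at 0 in all 4-cell embryos and had 3.13 ± 1.34 FPKM in 8-cell embryos (SD, n = 4), 27.6 ± 10.9 in morulae (SD, n = 4) and 83.1 ± 14.04 in blastocysts (SD, n = 2). Its log2 difference between morulae and 8-cell embryos was 2.77 (standard error 0.483, adjusted p = 0.000262 from limma). Of the receptor genes of FGF2 and LIF, 4 passed the expression filter, and each of these changed at 1 step. LIFR had 15.4 ± 9.14 FPKM in zygotes, 15.0 ± 0.740 in 2-cell and 16.3 ± 4.76 in 4-cell embryos and fell to 2.44 ± 1.64 in 8-cell embryos, a log2 difference of -2.39 (standard error 0.547, adjusted p = 0.00101 from limma). FGFR2 was at 0, 0, 0.0454 and 1.48 FPKM in the 8-cell embryos and 12.9 ± 7.75 in morulae (log2 difference 3.18, adjusted p = 0.00485 from limma). FGFR4 was at 0 in 3 and at 0.633 FPKM in 1 of the 8-cell embryos and at 1.95 ± 1.10 in morulae (log2 difference 1.31, adjusted p = 0.00777 from limma). FGFR1, which did not pass the filter, stayed at or below 1.14 FPKM. IL6ST had 0.716 ± 0.286 FPKM in oocytes and 5.99 ± 2.13 in zygotes (log2 difference 1.99, adjusted p = 0.0366 from limma), which passed under 10 of 19 alternatives, at adjusted p from 0.0137 to 0.851, and not without oocyte 2 (2.16, 0.0935), oocyte 4 (1.81, 0.19), zygote 1 (1.80, 0.12) or zygote 3 (1.90, 0.0697). The fall of LIFR did not pass in TPM (-1.55, adjusted p = 0.0702), the highest of a range from 0.000185 over 22 alternatives, and the rise of FGFR4 did not with a pseudocount of 10 (0.23, adjusted p = 0.533), the highest of a range from 0.000289.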

How the deposited data were processed for this re-analysis (not part of the article)

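RNA-seq of porcine oocytes and embryos developed in vivo was analysed at 7 stages (oocyte, zygote, 2-cell, 4-cell, 8-cell, morula, blastocyst), with the inner cell mass and trophectoderm of blastocysts as 2 further groups. The deposited values are FPKM. The paper states that the FPKM values it used for these data were calculated by Cufflinks after mapping on the porcine genome 10.2. Part of its values in Table S2 differ from the deposited ones, so it is open whether the deposited table was made in this way. IGF1R has a value in Table S2 and is listed at 0 in all libraries here, so that value was not calculated from the deposited table. The same holds for IFNAR1 and IL10RB, whose gene IDs the deposited table lacks. For the other genes, too, the comparisons with Table S2 may set side by side 2 quantifications. The aligner, the annotation, the versions and any filter on the reads are not given in the sources used here. The table held 25414 gene IDs in 91 libraries, and 5913 of them were at 0 in all libraries. Each of its columns was assigned to a library. The reference table of gene names gave a symbol for 11907 IDs, and the genes of Table S2 were found by the IDs given there, 465 of 514. For 9 of these IDs the reference table gives another name than Table S2, as for FGFR1OP (CEP43) and CTGF (CCN2). The ovary, oviduct and endometrium data of the paper were not analysed here.

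Libraries were assigned by their titles. The number before the last one was read as the embryo and the last as its cell. One blastocyst column has a number that matches no title, and it was used as a blastocyst with no number. One 2-cell column names the embryo but no cell. The labels of 2 8-cell libraries conflict, and these libraries were kept as 8-cell. No 2 libraries had identical values, and the highest correlation of any pair was 0.967. The median correlation was 0.857 between cells of one embryo, 0.864 between embryos of one stage and 0.727 between stages. The sum of FPKM differed widely, from 637483 to 150598501, and in the libraries with the largest sums single genes took most of it, so TPM (FPKM rescaled to a sum of 1000000) was run as an alternative.

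FPKM values were averaged over the cells of an embryo, and limma (version 3.58.1, trend on the mean, in R 4.3.3 with data.table 1.17.8) was fitted to log2(FPKM + 1) of 28 embryo-level samples in 9 groups, over the 14547 genes with at least 1 FPKM in at least 2 samples. Oocytes and blastocysts have only 2 samples each and share the estimate of the spread with the other groups. P-values were adjusted by the Benjamini-Hochberg method for each comparison, at a threshold of 0.05. Consecutive stages were compared over the genes of Table S2, inner cell mass and trophectoderm over all genes. Receptor genes were counted where the mean of the 7 stage means was above 10 FPKM, the threshold of the paper. The steps of the fit were tested on simulated data with known changes. For the 2-cell to 4-cell comparison, over 13341 genes, 4.48% of the genes changed 2-fold, 59.7% of those changed 4-fold and 89.4% of those changed 8-fold were recovered, and 8.11% of the calls were false. For the oocyte to zygote comparison, over 13336 genes, the shares recovered were 1.49%, 28.4% and 68.2%, and 5.8% of the calls were false. For inner cell mass against trophectoderm, over 13282 genes, they were 2.99%, 31.3% and 75.8%, and 5.19% of the calls were false. Small changes were thus mostly missed in the simulations. In each, only 66 or 67 genes per fold were changed, all above a minimum mean expression, with normal noise and no difference between other groups. In the data far more genes passed, with 2482 higher and 3891 lower of 14547 from the 2-cell to the 4-cell stage. The shares recovered therefore need not hold for the data. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

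The genes named were fixed by a rule before the data were examined, when only the stage averages of Table S2 had been seen. They are the receptor genes of Fig. 1A, the genes of Supplementary Figure S5, and for each comparison up to 10 genes in each direction, in order of fold, that passed and whose groups did not overlap. The 22 gene lists were fixed at the same time, among them genome activation, oocyte, trophectoderm, hypoblast, inner cell mass and epiblast genes and markers of cumulus, oviduct, blood and sperm cells. Which of the lists are reported, and which of their members serve as examples, was chosen after their values had been seen. The receptors and co-receptors of CXCL12, VEGF and WNT5A are reported at all 7 comparisons.

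The numbers of inner cell mass and trophectoderm samples may pair them. The correlation of their deviations from the group means was 0.62, 0.27 and 0.36 for the 3 same-numbered pairs, all above 0.1, and between -0.41 and 0.13 for the others. The labels do not say that a number marks one blastocyst. The fit with the number as a block was an alternative set beforehand, and its value is given where it changes a call or moves a count by over 1.5 times.

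Alternatives set at the same time as the rule were pseudocounts of 0.1 and 10, no filter and a filter of 5 FPKM, TPM, log2 values averaged over cells, the pooled libraries as further embryos, only the groups compared in the fit, no trend, the 8-cell libraries with conflicting labels left out, each embryo left out in turn, the embryo number as a block, and for the receptor count other averages, thresholds and receptor lists. Quantile normalization, TPM without genes above 1000000 FPKM, leaving out 4 morula libraries with fewer than 5000 genes, leaving out the 2-cell column that names no cell, and for the oocyte difference only the receptor genes above 0 in an oocyte, were added after the results had been seen.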

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

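The tests of IL2RG, CXCR4, KIT and IL6R given here were all chosen after the results had been seen. IL2RG had the largest rise of the tested genes of Table S2 from the 2-cell to the 4-cell stage, at a log2 difference of 8.94. Blood cells, which carry IL2RG, would bring their abundant transcripts, but in the median 4-cell library the highest of 8 blood markers was 1.23% of IL2RG and in any library at most 4.45%, with PTPRC at most 0.86 FPKM and CD14 at most 14.3. A single embryo or cell is also argued against, since the lowest of the 13 4-cell libraries had 204.6 FPKM and the highest of the 6 2-cell libraries 3.412. The log2 difference was at least 8.19 under 3 other scalings. New transcription at the 4-cell stage, when genome activation genes rise, stays open as a hypothesis and was not tested, and reads shared with another gene were not tested either.

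In data that the paper does not report on, the inner cell mass had higher levels than the trophectoderm of 4 of the receptor genes. The log2 difference was 4.96 for IL6R, 4.85 for KIT, 4.14 for FGFR4 and 3.86 for CXCR4, and each passed with and without the number as a block. Scaling between libraries is argued against for CXCR4, KIT and IL6R, whose smallest log2 difference under 3 other scalings was 3.63, and all passed. The difference of tissue remains as the biological hypothesis. Cells of the hypoblast, whose markers are also higher in these inner cell mass samples, stay open as the place of the receptors, and this was not tested.

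In groups of 4 embryos, 11 of 68 gene and stage combinations had 1 embryo far from the others. Chance gives about 1 in 20, but in 5 of the 11 the other 3 embryos were listed at 0, where this rate does not apply, so no excess over chance is claimed. FGFR1OP2 had 164.7 FPKM in 4-cell embryo 1 and 130.97 in morula 1. FGF2 had 316.4 in 4-cell embryo 4, and IL6ST 4.2304 in 4-cell embryo 2. FGFR2 had 1.4814 in 8-cell embryo 2, FGFR3 0.69026 in 4-cell embryo 3 and FGFR4 0.63332 in 8-cell embryo 1. VEGFA had 0.14553 in 4-cell embryo 2 and 0.011198 in morula 4, and IGF1 0.20366 in 8-cell embryo 3 and 0.052909 in morula 2.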

How the results depend on the processing

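Quantile normalization, TPM without genes above 1000000 FPKM, and leaving out the morula libraries with few genes or the 2-cell column that names no cell were chosen after the results had been seen, as were the comparisons with other splits of the samples. The count of 19 receptor genes above 10 FPKM became 8 in TPM, 32 at an average above 5, 7 at an average above 20, and 41 where the highest stage mean was used. The oocyte difference of 2.10 became 4.03 with a pseudocount of 0.1 and 0.57 with a pseudocount of 10, and 2.45 over the genes above 0 in an oocyte, an alternative also chosen after the results. In TPM the counts of Table S2 were 33 from the oocyte to the zygote, 0 from the zygote to the 2-cell stage (21 at an unadjusted p under 0.05 from limma), 46 from the 2-cell to the 4-cell stage and 111 from the morula to the blastocyst. For inner cell mass against trophectoderm the TPM count over all genes was 624, 327 of them higher and 297 lower, and of Table S2 it was 26, 16 higher and 10 lower. In TPM without genes above 1000000 FPKM the morula to blastocyst count was 61. With only the groups compared in the fit the counts of Table S2 were 4 from the oocyte to the zygote and 0 from the zygote to the 2-cell stage, and the count over all genes was 230 for inner cell mass against trophectoderm. The counts of 0 had 20 genes with only the groups compared, and 18 with the block, at an unadjusted p under 0.05 from limma. A pseudocount of 10 gave 26 from the oocyte to the zygote, and one of 0.1 gave 24 from the morula to the blastocyst. CXCR4 in morulae gave 2.43 (adjusted p = 0.052) with log2 values averaged over cells, FLT1 in oocytes 0.73 (adjusted p = 0.0162) with a pseudocount of 10, and FZD5 in zygotes -1.58 (adjusted p = 0.0329) in TPM. The split of inner cell mass against trophectoderm was 509 higher and 396 lower in TPM without genes above 1000000 FPKM. In TPM a gene that takes most of a library's sum lowers all other genes in it. The highest gene took 89.4% of the sum in blastocyst 1 and 22.8% in the other. It took 90.5%, 51.3% and 11% in zygotes 3, 1 and 2. The largest shares of any library were 98.3%, in a cell of 2-cell embryo 1, and 93.5%, in a cell of 4-cell embryo 3. Beyond this, and fewer samples in a fit of only the groups compared, the cause of these changes was not tested. In TPM 8 log2 differences changed sign. These were FZD3 from the oocyte to the zygote (-0.069), and from the morula to the blastocyst CCL5 (-0.15), PDGFC (-0.84), IL6R (-1.06), RYK (-0.71), EGFL7 (-1.44), TNFSF9 (-0.64) and GATA3 (-0.26). The median log2 difference of all genes was 0, 0, -0.0983, 0, 0.127 and -0.0479 over the 6 steps from the oocyte to the blastocyst, and became -0.678, 0.376, 0, 0.403, 0.221 and -1.77 in TPM and 0.0124, -0.194, 0.0203, 0.209, 0.184 and -0.453 in TPM without genes above 1000000 FPKM. With quantile normalization it was -0.00118 from the 8-cell stage to the morula. The 8 differences that changed sign in TPM all lay above the TPM median of their step. Leaving out each embryo in turn, the receptor count ranged from 18 to 20, the oocyte difference from 1.38 to 2.83, CXCR4 from 1.99 to 3.15 (2 of 22 values not passing), FLT1 from 0.57 to 1.25 and FZD5 from -1.24 to -0.025. The counts ranged from 12 to 21 from the oocyte to the zygote, 2 to 6 to the 2-cell, 72 to 84 to the 4-cell and 86 to 92 to the 8-cell stage, 40 to 52 to the morula, 16 to 41 to the blastocyst, and 724 to 1259 for inner cell mass against trophectoderm. Without zygote 3 the count to the 2-cell stage was 2, and without blastocyst 1 or the other the count to the blastocyst was 16 or 19. Without 8-cell embryo 4 or morula 3, which had 2 and 3 libraries, the fewest of their stages, CXCR4 did not pass. Of the main results under all alternatives, 274 values kept their direction and side of the threshold, or stayed within 1.5 times for a count, 23 counts or values moved further, 3 no longer passed and 2 newly passed. A count was judged by its total alone, not by its split into higher and lower genes. Counts whose balance turned are therefore among the 274. Examples are the 4-cell to 8-cell count in TPM and the morula to blastocyst count with log2 values averaged over cells. The embryo number as a block gave 0 from the zygote to the 2-cell and 48 from the 2-cell to the 4-cell stage, and did not move the 2 later counts by over 1.5 times. Embryos of different stages share only a number, with correlations from -0.045 to 0.048. For inner cell mass against trophectoderm the block gave 449, 191 higher and 258 lower, with 391 genes called in both fits. No paired analysis was possible because fewer than 2 numbers are shared for the oocyte to zygote and morula to blastocyst comparisons. The receptor count and the oocyte difference were not tested. For the 3 receptor peaks it was not run, since their stages share only a number. The real split gave the largest count in 1 of 35 splits from the 2-cell to the 4-cell stage (88, highest other 57), the 4-cell to the 8-cell stage (96, highest other 1) and the 8-cell stage to the morula (54, highest other 2). The split from the 2-cell to the 4-cell stage with 57 shows that other groupings can also give many calls. From the zygote to the 2-cell stage (7, highest other 1) and for inner cell mass against trophectoderm (1012, highest other 532) 10 splits are too few for a share under 0.05. Of the latter, the 4 splits that part all same-numbered pairs gave at most 2 besides the real one, and the 6 others 2 to 532. The unknown depth limits what a value of 0 shows, and zygotes, 2-cell embryos and blastocysts appeared to be sequenced less deeply than 8-cell embryos and morulae.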

Differences from the paper's values

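A value was taken to differ where one was more than 1.5 times the other and they lay further apart than 1 SD between the embryos here. For CXCR4, FLT1 and FZD5, the leading receptors of the paper, and where an embryo was at 0, the 1.5 times alone was enough. By it, the average of CXCR4 and its zygote and morula values count as different although they lie within 1 SD of those of the paper. IGF1R is 1.80 FPKM in oocytes in Table S2 and listed at 0 in all 91 libraries here. No average of these values gives 1.80, so this value of Table S2 was not calculated from the table used here. The same holds for IFNAR1 and IL10RB, which Fig. 1A counts above 10 FPKM and whose gene IDs the table used here lacks. Table S2 as a whole was thus not made from this table alone. Whether this accounts for the other differences was not tested. The alternatives named below vary only the values used here, so they cannot decide it.

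Of the stage averages in Table S2, 3 of the 13 compared for the receptor genes of Fig. 1A differ from those found here. ADIPOR1 averages 164.186 FPKM in the paper and 2.22 here, and FZD5 25.5335 in the paper and 3.34 here, and both differ under each of the 30 alternatives set before the data were examined. CXCR4 averages 13.9192 in the paper and 21.6 here. It no longer differs under 7 of the 30, which are all libraries with equal weight with or without the pool, the pool as a further embryo, the pool alone, the median over embryos, TPM, and without morula 3.

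By stage, CXCR4 is 4.48 in zygotes in the paper and 7.87 here (no difference without zygote 3), 58.5 in morulae in the paper and 103 here (no difference with libraries at equal weight with or without the pool, the pool alone, or without morula 3), and 2.64 in blastocysts in the paper and 5.25 here (under each alternative). FLT1 is 87.4 in oocytes in the paper and 53.0 here (no difference without oocyte 2), 40.2 in 2-cell embryos in the paper and 26.5 here (no difference without 2-cell embryo 1), and 24.7 in 4-cell embryos in the paper and 16.0 here (no difference with the pool alone or without 4-cell embryo 2 or 4). FZD5 is 29.2, 78.3, 35.0, 4.96, 2.57, 8.48 and 20.3 in the paper from the oocyte to the blastocyst, and 8.98, 8.74, 1.22, 0.431, 0.0967, 1.37 and 2.54 here, which differ under each alternative at each stage. In oocytes, IGF1R is 1.80 in the paper and listed at 0 here, FGFR2 0.0709 in the paper and listed at 0 here, both under each alternative, and IL6ST 0.114 in the paper and 0.716 here (no difference in TPM). The alternatives not named keep the difference.

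The paper counts 15 receptor genes above its threshold and 19 were counted here at the same threshold, 11 of them shared. TPM without genes above 1000000 FPKM, a setting chosen after the values had been seen, gives a count of 15. That count is in another unit, and its overlap with the genes of Fig. 1A is not given here. IFNAR1 and IL10RB cannot be among its genes, so the equal number does not show the same genes. The paper gives the zygote as the peak of FZD5 and here oocytes were not below zygotes (log2 difference, zygotes minus oocytes, -0.46, adjusted p = 0.817 from limma), while zygotes exceeded 4-cell and 8-cell embryos and morulae. The oocyte was the highest stage of FLT1 here too, without passing against zygotes and 2-cell embryos, except against zygotes with a pseudocount of 10 (adjusted p = 0.0162, of a range up to 0.742), and the morula was the highest stage of CXCR4. The paper places the IGF1 receptor gene above the FGF2 and LIF receptor genes in oocytes. Here IGF1R was listed at 0 in all 91 libraries, so its level could not be read and this order could not be compared.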

Other observations

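The inner cell mass and the trophectoderm, which the paper does not report on, were set apart by their lineage genes. KRT8 had 57.3 ± 14.2 FPKM in the inner cell mass (SD, n = 3) and 7032 ± 2773 in the trophectoderm (SD, n = 3), a log2 difference of -6.87 (adjusted p = 3.52e-11 from limma), KRT18 35.0 ± 4.79 and 5560 ± 1679, GATA3, a transcription factor of the trophectoderm, 1.75 ± 1.94 and 101 ± 39.9, and PTGS2, an enzyme of prostaglandin synthesis, 1.41 ± 1.18 and 467 ± 308. CDX2 was listed at 0 in all 3 inner cell masses and had 11.2 ± 4.80 FPKM in the trophectoderm. Of 11 trophectoderm markers, 8 were lower in the inner cell mass and none was higher (9 lower when adjusted over the list alone). In the inner cell mass OTX2, a homeobox transcription factor, had 433 ± 167 FPKM against 8.24 ± 3.42, FST, an inhibitor of activin, 188 ± 85.1 against 1.22 ± 0.713, STAT3, which acts downstream of interleukin 6 family receptors, 140 ± 96.1 against 2.57 ± 1.66, and SLC7A9, an amino acid transporter, 359 ± 235 against 1.40 ± 0.888. Of 7 hypoblast markers, 5 were higher in the inner cell mass and none was lower (5 when adjusted over the list alone, 3 with the number as a block or with only the groups compared in the fit), among them HNF4A with 30.5 ± 28.2 against 0.0799 ± 0.0538 FPKM and PDGFRA with 17.2 ± 14.8 against 0.0928 ± 0.0635. Of 8 markers of inner cell mass and epiblast, 1, TDGF1, was higher (3 higher and 1 lower when adjusted over the list alone), and it passed under 10 of 21 alternatives, at adjusted p from 0.00757 to 0.479 from limma. It did not pass with the number as a block (adjusted p = 0.125), without inner cell mass 2, trophectoderm 1 or trophectoderm 3 (adjusted p = 0.348, 0.0832 and 0.345), in TPM (0.0616), without the filter (0.0612), with quantile normalization (0.0912), a pseudocount of 0.1 (0.173) or the pool as a further embryo (0.0769), without the column that names no cell (0.05 after rounding), or with only the groups compared in the fit (0.479). In all 456 genes were higher in the inner cell mass and 556 lower. With the number as a block, 191 were higher and 258 lower, in TPM 327 and 297, and with only the groups compared in the fit 97 and 133.

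Receptor genes of Table S2 differed as well. IL6R had 114 ± 28.2 FPKM in the inner cell mass and 2.80 ± 1.27 in the trophectoderm, CXCR4 43.9 ± 26.2 and 1.66 ± 0.819, KIT 34.2 ± 20.6 and 0.0798 ± 0.0758, FGFR4 22.9 ± 21.0 and 0.0664 ± 0.0443, and FZD3 24.3 ± 10.9 and 2.60 ± 0.332. FZD4 went the other way, with 1.69 ± 1.47 FPKM in the inner cell mass and 24.0 ± 14.6 in the trophectoderm (adjusted p = 9.1e-05 from limma, and 0.0695 with the number as a block, over a range from 4.17e-05). Of the 14 receptors and co-receptors of CXCL12, VEGF and WNT5A, 3 were higher and 2 lower (the same when adjusted over the list alone, 2 and 1 with the number as a block, and 1 and 0 with only the groups compared in the fit). Of Table S2, 18 genes were higher and 15 lower in the inner cell mass (20 and 15 when adjusted over the list alone, 9 and 6 with the number as a block, and 8 and 2 with only the groups compared in the fit). With only the groups compared, FZD3 (adjusted p = 0.0571 from limma), FZD4 (0.0611) and FZD6 (0.0724) did not pass. A gene with no symbol, ENSSSCG00000014540, had 22099 ± 2214 FPKM in the inner cell mass and was listed at 0 in all 3 trophectoderms, and was chosen after its value had been seen.

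A hypothesis was set up before its value was seen but after those of KIT and of KITLG at the stages had been seen, the only one of its kind tested. It held that KITLG, the ligand of KIT, is higher in the trophectoderm where KIT is low. KITLG was listed at 0 in all 3 inner cell masses and had 4.90, 36.7 and 5.41 FPKM in the trophectoderms, and the log2 difference of -3.49 passed (adjusted p = 0.0171 from limma), with all 3 trophectoderms above all inner cell masses. It did not pass with the number as a block (adjusted p = 0.0506), with only the groups compared in the fit (adjusted p = 0.0671), without trophectoderm 2 (-2.62, adjusted p = 0.144), in TPM (-2.92, adjusted p = 0.136) or with a pseudocount of 10 (-1.14, adjusted p = 0.416), over a range from 0.000517 to 0.416, and passed under 16 of 21 alternatives. The result is in line with a ligand and its receptor in neighbouring tissues and does not show that they interact.

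The averages of FZD5 and ADIPOR1 lie below those of Table S2, and this was weighed in a test chosen after the values had been seen. Lower values of highly expressed genes in general are argued against. Over the 49 genes above 10 FPKM in Table S2 with a value here, the median log2 ratio of the average here to that of Table S2 was 0.352 (quartiles -0.356 and 0.63), against -2.61 for FZD5 and -5.68 for ADIPOR1, and 40 of the 49 were above 10 FPKM here too. Another annotation or another set of reads for these 2 genes stays open and was not tested. No biological explanation was tested.

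Markers of cumulus, oviduct, blood and sperm cells were counted at each step. Of the 5 cumulus markers tested 1, PTGS2, rose at the morula, besides the 3 that rose at the 4-cell stage and fell at the 8-cell stage, and VCAN was higher and PTGS2 lower in the inner cell mass than in the trophectoderm. With the number as a block or without inner cell mass 2, VCAN did not pass and the counts were 0 and 1. Of the 4 oviduct markers 1 rose and 1 fell at the 4-cell stage and 1 rose and 2 fell at the blastocyst. Of the 5 blood markers 1 rose at the 2-cell stage, 1 rose and 1 fell at the 4-cell stage, 1 fell at the morula, 1 rose at the blastocyst and 1 was higher in the inner cell mass. Of the 3 sperm markers 1 rose at the 8-cell stage, 2 rose at the morula and 1 fell at the blastocyst. Many of these calls rest on single embryos. The sperm marker ODF2 at the 8-cell stage did not pass without 4-cell embryo 3 or 4 or 8-cell embryo 1. The blood marker SPI1 at the 2-cell stage did not pass without zygote 2 or 2-cell embryo 3 or 5, and at the morula not without 8-cell embryo 2. The blood marker HBB and the sperm marker TNP1 at the blastocyst did not pass without either blastocyst. Of the 3 oviduct markers at the blastocyst 1 passed without either blastocyst. Other alternatives added calls at steps without any. These lists are small.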
